# Activation of XBP1 but not ATF6α rescues heart failure induced by persistent ER stress in medaka fish

**DOI:** 10.26508/lsa.202201771

**Published:** 2023-05-09

**Authors:** Byungseok Jin, Tokiro Ishikawa, Makoto Kashima, Rei Komura, Hiromi Hirata, Tetsuya Okada, Kazutoshi Mori

## Abstract

The unfolded protein response is triggered in vertebrates by ubiquitously expressed IRE1α/β (although IRE1β is gut-specific in mice), PERK, and ATF6α/β, transmembrane-type sensor proteins in the ER, to cope with ER stress, the accumulation of unfolded and misfolded proteins in the ER. Here, we burdened medaka fish, a vertebrate model organism, with ER stress persistently from fertilization by knocking out the *AXER* gene encoding an ATP/ADP exchanger in the ER membrane, leading to decreased ATP concentration–mediated impairment of the activity of Hsp70- and Hsp90-type molecular chaperones in the ER lumen. ER stress and apoptosis were evoked from 4 and 6 dpf, respectively, leading to the death of all *AXER*-KO medaka by 12 dpf because of heart failure (medaka hatch at 7 dpf). Importantly, constitutive activation of IRE1α signaling—but not ATF6α signaling—rescued this heart failure and allowed *AXER*-KO medaka to survive 3 d longer, likely because of XBP1-mediated transcriptional induction of ER-associated degradation components. Thus, activation of a specific pathway of the unfolded protein response can cure defects in a particular organ.

## Abstract (precis)

Accumulation of misfolded proteins in the ER (ER stress) causes the development and progression of various diseases, and fully activated XBP1, a transcription factor downstream of IRE1 in the unfolded protein response, cures persistent ER stress–induced heart failure in medaka.

## Introduction

Receptor-type transmembrane proteins at the plasma membrane and ligand-type secretory proteins are crucial for intercellular communication. These proteins reach their destination only after productive folding-mediated maturation in the ER. Therefore, failure in the quality control of these proteins in the ER and the resulting accumulation of unfolded or misfolded proteins in the ER, collectively termed ER stress, hampers various biological processes and may cause the development and progression of various diseases (Walter & Ron, 2011; Hetz et al, 2020).

The unfolded protein response (UPR), consisting of translational and transcriptional programs coupled with intracellular signaling from the ER to the nucleus, is activated to cope with ER stress in essentially all eukaryotes (Ron & Walter, 2007). The UPR is triggered via recognition of ER stress by three types of transmembrane proteins in the ER, namely, IRE1, PERK, and ATF6 in invertebrates, and IRE1α, IRE1β, PERK, ATF6α, and ATF6β in vertebrates (Mori, 2009). Activated IRE1, conserved from yeast to humans, initiates spliceosome-independent unconventional (frame switch-type) splicing of *XBP1* mRNA in metazoans to remove the 26-nucleotide intron, resulting in the production of the highly active transcription factor XBP1(S) (Yoshida et al, 2001; Calfon et al, 2002). Of note, we for the first time succeeded in the constitutive expression of XBP1(S) in medaka fish, a vertebrate model organism, by genome editing–mediated removal of the intron from the *XBP1* locus, and showed that the constitutive expression of XBP1(S) fully rescued the defects observed in *IRE1α/β*-double KO medaka; note that both IRE1α and IRE1β are ubiquitously and redundantly expressed in medaka (Ishikawa et al, 2017).

Activated PERK attenuates translation generally by phosphorylating the α subunit of eukaryotic translation initiation factor 2 (eIF2α) in metazoans (Harding et al, 1999). Paradoxically, attenuated translation leads to translational induction of the transcription factor ATF4, which induces genes involved in amino acid metabolism and resistance to oxidative stress, and the gene that encodes the proapoptotic transcription factor CHOP (Harding et al, 2000, 2003).

Both ATF6α and ATF6β are ubiquitously and redundantly expressed in medaka and mice (Yamamoto et al, 2007; Ishikawa et al, 2013). When activated in response to ER stress, ATF6α/β relocates from the ER to the Golgi apparatus where they are cleaved sequentially by Site-1 and Site-2 proteases in vertebrates, resulting in liberation of the cytosolic regions of ATF6α/β from the Golgi membrane as the highly active transcription factors ATF6α/β(N). These then translocate to the nucleus to enhance transcription (Haze et al, 1999; Ye et al, 2000; Nadanaka et al, 2004); ATF6α(N) is more active than ATF6β(N) as a transcription factor (Haze et al, 2001). Therefore, it is reasonable to consider that genome editing–mediated removal of the DNA sequences corresponding to the transmembrane and luminal regions of ATF6α from the *ATF6α* locus would lead to the constitutive expression of ATF6α(N). Here, we show for the first time that this is indeed the case in medaka.

Activation of the PERK, ATF6, and IRE1 pathways leads to differential outcomes: PERK-mediated translational attenuation decreases the burden on the ER; ATF6-mediated rapid induction of ER-localized molecular chaperones and folding enzymes (hereafter ER chaperones) refolds unfolded and misfolded proteins accumulated in the ER; and ATF6- and IRE1-mediated induction of components of ER-associated degradation (ERAD) machinery degrades unfolded and misfolded proteins accumulated in the ER. These outcomes result in maintenance of the homeostasis of the ER (Yamamoto et al, 2007). If ER stress is further prolonged after activation of the UPR, the cell undergoes apoptosis (Mori, 2009).

Here, we asked what would happen if ER stress were evoked persistently and potently after fertilization in medaka. To this end, we focused on the *Meigo* gene, which encodes an evolutionarily conserved protein spanning the ER membrane multiple times. Its gene product was originally thought to function as a nucleotide sugar transporter and to play an important role in maintaining the homeostasis of the ER in yeast (Nakanishi et al, 2001), worms (Dejima et al, 2009), and flies (Sekine et al, 2013). Interestingly, however, its human orthologue SLC35B1 (Fig 1A) was recently shown to function as an ATP/ADP exchanger in the ER membrane (abbreviated AXER) (Klein et al, 2018; Yong et al, 2019; Kamemura et al, 2022). Thus, depletion of AXER reduces ATP levels in the ER lumen and consequently inhibits the activity of the Hsp70- and Hsp90-type major ER chaperones BiP (GRP78) and GRP94, respectively, evoking ER stress. Indeed, knockdown of AXER in HeLa cells decreased ATP concentration in the ER lumen to approximately one-third of that in control cells, but not to zero, suggesting that AXER is not the sole ATP/ADP exchanger in the ER (Klein et al, 2018).

**Figure 1.**
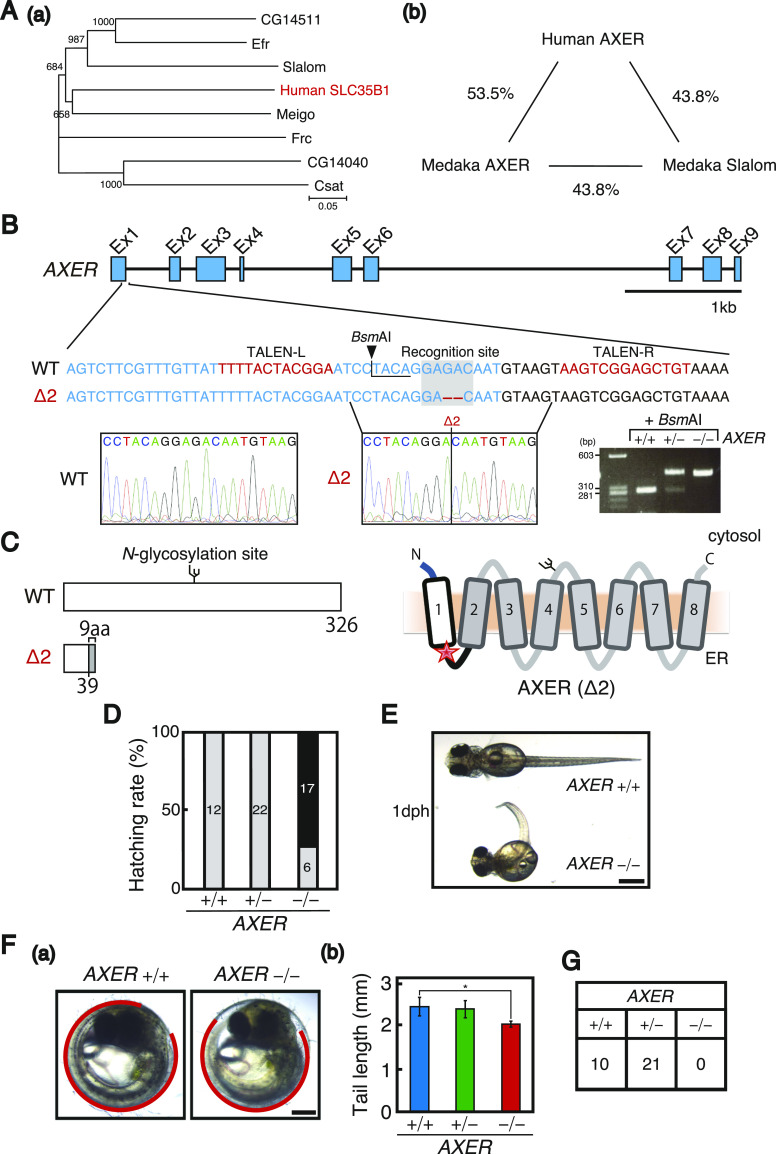
Production and characterization of *AXER*-KO medaka. **(A)** (a) Phylogenetic relationship between medaka 7 putative nucleotide sugar transporters and human SLC35B1 (AXER) is shown. (b) Closer similarity between medaka Meigo (AXER) and human AXER than medaka Slalom and human AXER is shown. **(B)** Structure of the medaka *AXER* gene is schematically shown, and the sequences of a part of exon 1 of WT and Δ2 *AXER* genes (written in blue) are shown below together with the sequences of TALEN-L and TALEN-R (written in red), as well as the site of the *BsmAI* digestion. PCR fragments amplified from *AXER* +/+, +/−, and −/− medaka were digested with *BsmAI* and electrophoresed. **(C)** Structures of WT and Δ2 AXER proteins are schematically shown with the *N*-glycosylation site indicated. Δ2 causes a frameshift at aa39, which is followed by unrelated 9 aa and the stop codon. The resulting Δ2 AXER protein is schematically shown in comparison with the WT AXER protein containing eight transmembrane domains at right. The red star denotes the stop codon for Δ2. **(D)** Hatching rates of *AXER* +/+, +/−, and −/− medaka obtained by incrossing male and female *AXER* +/− medaka were determined. Gray and black bars indicate hatched and unhatched medaka, respectively. **(E)** *AXER* −/− medaka are compared with *AXER* +/+ medaka at birth (1 dph). Scale bar, 1 mm. **(F)** (a) Positions of tails of *AXER* +/+ and −/− medaka at 1 dph are shown in red. Scale bar, 250 μm. (b) Tail lengths were measured (n = 6 for +/+, 15 for +/−, and 5 for −/−). **(G)** Male and female *AXER* ± medaka were incrossed, and 46 resulting hatched fish were genotyped 2 mo later. Source data are available for this figure.

We first investigated the phenotypes of *AXER*-KO medaka, all of which turned out to die by 12 days post-fertilization (dpf; medaka hatch at 7 dpf). We previously showed that a mutation in the ATP-binding site of BiP caused embryonic lethality at a very early embryonic stage (2–3 dpf) in medaka (Ishikawa et al, 2013). In contrast, all *AXER*-KO medaka live longer than 5–6 dpf. This indicates that ATP in the ER lumen is not completely depleted in *AXER*-KO medaka and that ATP is minimally present in the ER lumen, allowing BiP to function—albeit weakly—and other facets of ER biology to work under this condition.

We then asked whether the defects observed in *AXER*-KO medaka, namely, heart failure, could be rescued by the constitutive expression of XBP1(S) or ATF6α(N) from fertilization, namely, at the same time as the loss of AXER in medaka embryo (in other words, from the start of the decrease in the ATP level in the ER lumen), based on our expectation that active XBP1- or ATF6α-mediated induction of gene products would aid the maintenance of the ER protein homeostasis directly. In this connection, we previously showed that the constitutive expression of XBP1(S) from fertilization fully rescued the defects observed in *IRE1α/β*-double KO medaka (Ishikawa et al, 2017), as mentioned above, whereas in the present study, we show that the constitutive expression of ATF6α(N) from fertilization fully rescues the embryonic lethality of *ATF6α/β*-double KO medaka, as expected.

## Results

### Induction of ER stress and apoptosis in *AXER*-KO medaka

To produce *AXER*-KO medaka, we introduced cleavage at exon 1 of the *AXER* gene using the transcription activator–like effector nuclease (TALEN) method by microinjecting TALEN-L and TALEN-R plasmids into one-cell-stage embryos, expecting the loss of the *Bsm*AI site (Fig 1B). The resulting G0 fish were incrossed to obtain F1 fish. A genomic PCR fragment obtained from one of 11 F1 fish showed resistance to *Bsm*AI digestion, and the mutation was transmitted to a germ line after crossing with WT fish. Resulting male and female F2 *AXER* +/− fish were incrossed to obtain F3 *AXER* −/− medaka. DNA sequencing revealed that two nucleotides were deleted at an expected position (Δ2, Fig 1B). This caused a frameshift at aa39, resulting in the production of a non-functional protein (Fig 1C). *AXER* −/− medaka exhibited a poor hatching rate (Fig 1D), and hatched *AXER* −/− medaka showed abnormal phenotypes at 1 day post-hatching (dph) compared with *AXER* +/+ medaka, namely, a smaller head with poor development of the skull and jaw, and a crooked and shorter tail (Fig 1E and F). All *AXER* −/− medaka died by 2 mo after birth (Fig 1G).

To monitor the level of ER stress in *AXER* −/− medaka, *AXER* +/− medaka were crossed with WT fish carrying the P_BiP_-EGFP reporter, in which EGFP is under the control of the major ER chaperone BiP promoter (P_BiP_), and whose fluorescence intensity well reflects the extent of ER stress (Ishikawa et al, 2011, 2013). Resulting male *AXER* +/− medaka carrying the P_BiP_-EGFP reporter were crossed with female *AXER* +/− medaka and analyzed for fluorescence. Results showed that ER stress was markedly evoked in the entire body from 4 dpf in *AXER* −/− medaka compared with *AXER* +/+ medaka (Fig 2A). Quantitative RT–PCR revealed a significant increase in the level of BiP mRNA in *AXER* −/− medaka embryos from 2 dpf compared with *AXER* +/+ medaka embryos (Fig 2B), confirming the results of the fluorescence reporter assay. Thus, *AXER*-KO evokes persistent ER stress from an early embryonic stage.

**Figure 2.**
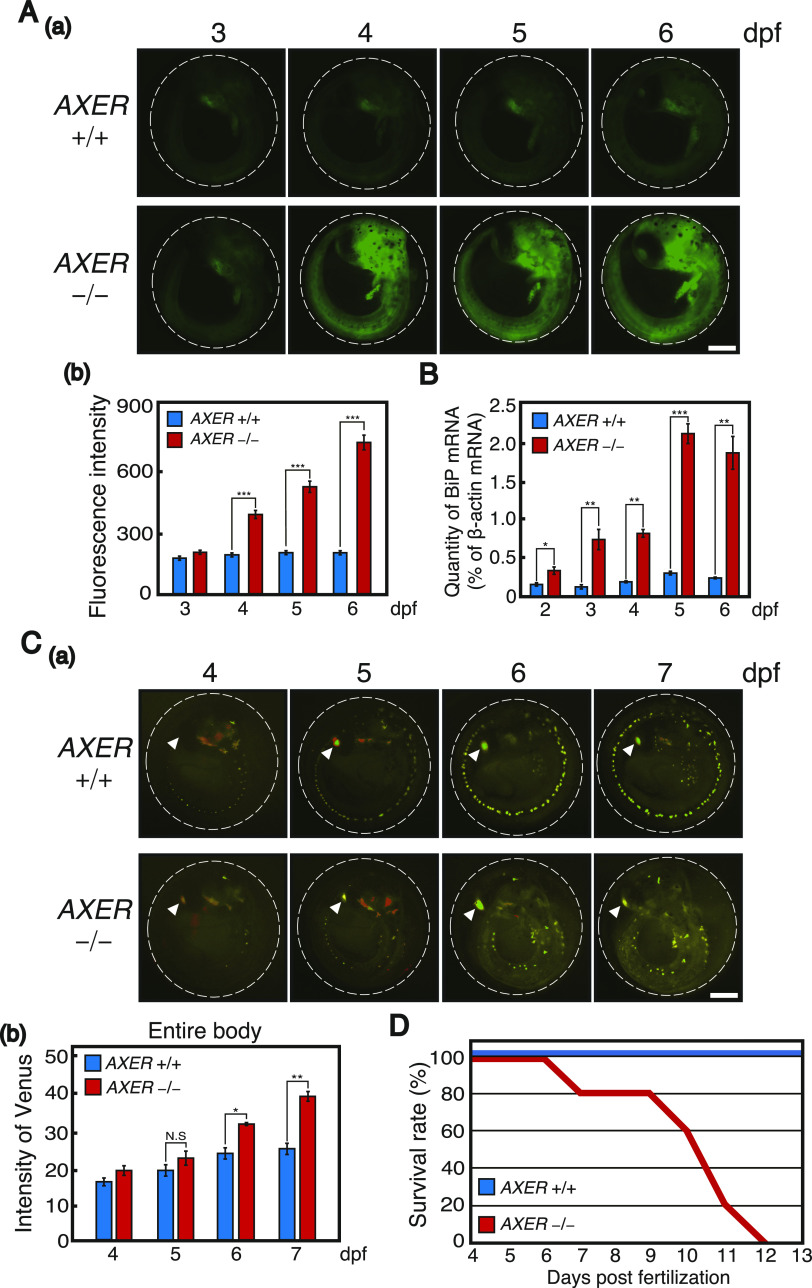
Monitoring of ER stress and apoptosis in *AXER*-KO medaka. **(A)** Male *AXER* +/− medaka carrying the P_BiP_-EGFP reporter and female *AXER* +/− medaka were crossed. (a) *AXER* +/+ and −/− medaka carrying the P_BiP_-EGFP reporter were analyzed by fluorescence microscopy at 3–6 dpf. Scale bar, 250 μm. (b) Fluorescence intensities in the entire body were quantified (n = 6 for +/+ and 5 for −/−). **(B)** Quantitative RT–PCR was conducted to determine the level of endogenous BiP mRNA relative to that of β-actin mRNA in *AXER* +/+ and −/− medaka (n = 3). **(C)** Male *AXER* +/− medaka carrying the VC3Ai reporter were crossed with female *AXER* +/− medaka. (a) *AXER* +/+ and −/− medaka carrying the VC3Ai reporter were analyzed by fluorescence microscopy at 4–7 dpf. Scale bar, 250 μm. (b) Fluorescence intensities in the entire body were quantified (n = 6 for +/+ and 4 for −/−). **(D)** Survival rates of *AXER* +/+ and −/− medaka were determined (n = 15 for +/+ and 5 for −/−).

To monitor the level of apoptosis in *AXER* −/− medaka, we employed VC3Ai, a genetically engineered Venus, which becomes fluorescent only after cleavage of the DEVD sequence inserted into Venus by caspase-like proteases (Zhang et al, 2013). VC3Ai was placed under the control of the β-actin promoter (P_actin_) in an attB-targeting vector containing the tagCFP gene under the control of the zebrafish cardiac myosin light chain 2 promoter (P_zcmlc2_) (Fig S1A(a)). After the expected phiC31 integrase–mediated recombination at the attP-landing site in chromosome 13 in WT fish with attB in the targeting vector (Fig S1A(a)), which was confirmed by genomic PCR (Fig S1A(b)), the ventricle exhibited tagCFP fluorescence from 3 dpf, in addition to mCherry fluorescence in the eye lens, which is under the control of the zebrafish heat shock protein 70 promoter (P_zhsp70_) (Fig S1A(c)), as we described previously in Ishikawa et al (2018). Fluorescence from cleaved VC3Ai increased in response to treatment of WT fish carrying the VC3Ai reporter with staurosporine, a potent inhibitor of protein kinases, for 18 h (Fig S1B), or with tunicamycin, an ER stress inducer, for 30 h (Fig S1C). Note that the eye lens emitted green fluorescence because of the merging of mCherry and Venus fluorescence (Fig S1B and C); it is known that caspases are activated during lens cell differentiation (Zandy et al, 2005). *AXER* +/− medaka were crossed with WT fish carrying the VC3Ai reporter, and resulting male *AXER* +/− medaka carrying the VC3Ai reporter were crossed with female *AXER* +/− medaka and analyzed for fluorescence. Venus fluorescence in the entire body increased significantly from 6 dpf in *AXER* −/− medaka compared with *AXER* +/+ medaka (Fig 2C). Thus, protective UPR signaling was switched to cell death signaling during 4–6 dpf in *AXER* −/− medaka, leading to the death of all *AXER* −/− medaka by 12 dpf (Fig 2D).

**Figure S1.**
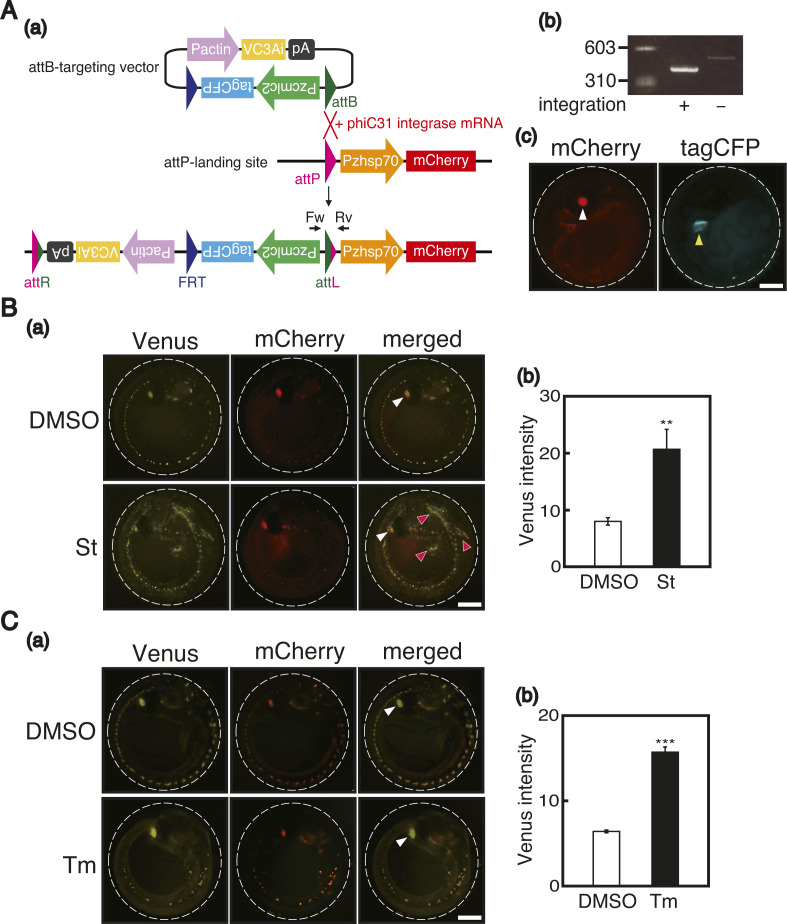
Construction and characterization of reporter medaka for apoptosis. **(A)** (a) phiC31 integrase–mediated integration of the VC3Ai reporter into the medaka chromosome is schematically shown. (b) Genomic PCR was conducted using Fw and Rv primers depicted in (a) to determine whether expected integration occurred. (c) VC3Ai reporter–integrated medaka emitted mCherry fluorescence from the eye lens (white arrowhead) and tagCFP fluorescence from the heart (yellow arrowhead) at 6 dpf. Scale bar, 250 μm. **(B)** (a) WT medaka carrying the VC3Ai reporter at 4 dpf were treated with DMSO or 1 μM staurosporine (St) for 18 h and analyzed by fluorescence microscopy. Red smear signals represent autofluorescence from pigment cells. White arrowhead denotes merged fluorescence of Venus and mCherry from the eye lens. Scale bar, 250 μm. (b) Fluorescence intensities of Venus in the entire body were quantified (n = 3). **(C)** (a) WT medaka carrying the VC3Ai reporter at 2 dpf were treated with DMSO or 3 μg/ml tunicamycin (Tm) for 30 h and analyzed by fluorescence microscopy. **(B)** White arrowhead denotes merged fluorescence from the eye lens as in (B). Scale bar, 250 μm. (b) Fluorescence intensities of Venus in the entire body were quantified (n = 3).

### Occurrence of heart failure in *AXER*-KO medaka

We found that blood flow in the caudal vein above the yolk in *AXER* −/− medaka was markedly slowed from 7 dpf, almost completely stopped at 8 dpf, and completely stopped at 9 dpf (Figs 3A and S2) before death, which was judged because of cardiac arrest. Accordingly, we focused on the phenotypes of hearts.

**Figure 3.**
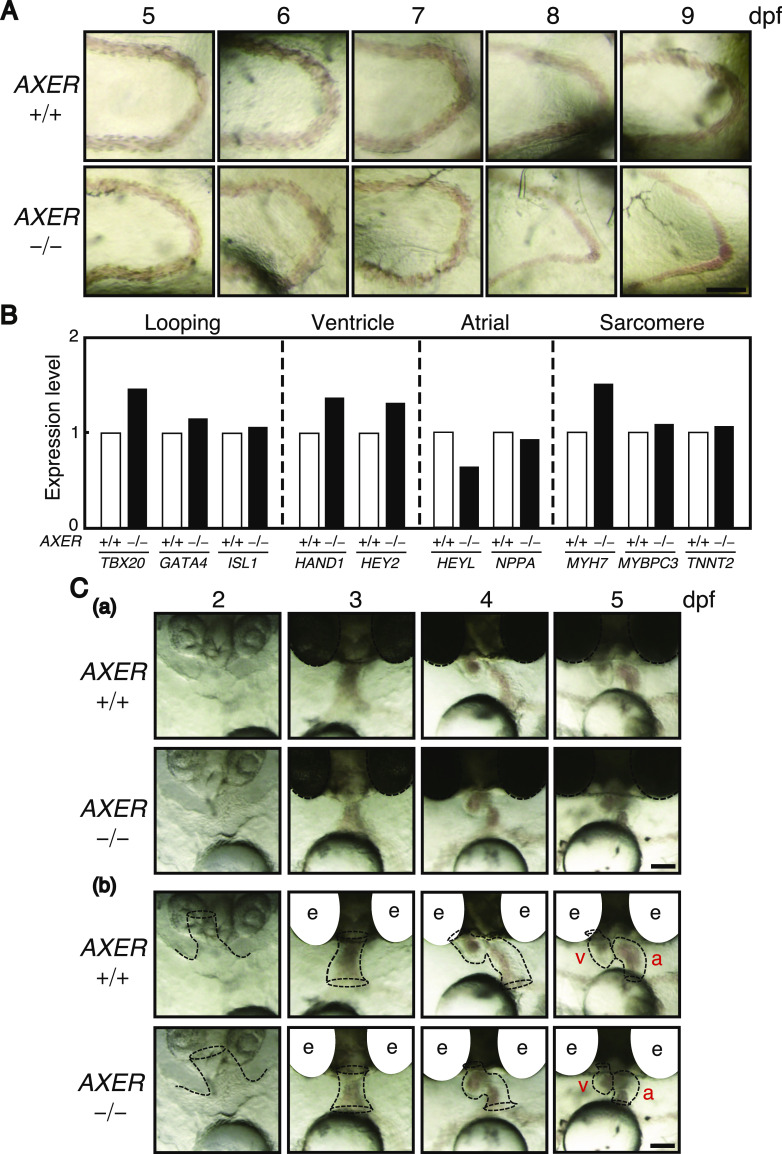
Effect of *AXER*-KO on blood flow, heart gene expression, and cardiac looping. **(A)** Caudal vein above the yolk in *AXER* +/+ and −/− medaka was photographed at 5–9 dpf. Scale bar, 100 μm. **(B)** Expression levels of various marker genes in hearts of *AXER* −/− medaka relative to those in hearts of *AXER* +/+ medaka at 5 dpf were determined by RNA-seq. **(C)** (a) Region in which the heart is eventually formed via cardiac looping was photographed in *AXER* +/+ and −/− medaka at 2–5 dpf. Scale bar, 100 μm. (b) Process of cardiac looping is illustrated by dashed lines. e, eye; v, ventricle; a, atrium. Scale bar, 100 μm.

**Figure S2.**
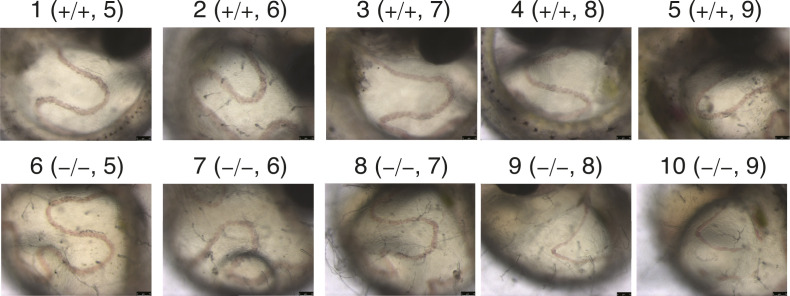
Effect of *AXER*-KO on blood flow. Blood flow in the caudal vein above the yolk in *AXER* +/+ and −/− medaka was video-recorded at 5–9 dpf. Video 1, Video 2, Video 3, Video 4, and Video 5 show blood flow at 5–9 dpf, respectively, in *AXER* +/+ medaka, and Video 6, Video 7, Video 8, Video 9, and Video 10 show blood flow at 5–9 dpf, respectively, in *AXER* −/− medaka.

Video 1 Blood flow in the caudal vein above the yolk was normal in *AXER* +/+ medaka. Download video

Video 2 Blood flow in the caudal vein above the yolk was normal in *AXER* +/+ medaka. Download video

Video 3 Blood flow in the caudal vein above the yolk was normal in *AXER* +/+ medaka. Download video

Video 4 Blood flow in the caudal vein above the yolk was normal in *AXER* +/+ medaka. Download video

Video 5 Blood flow in the caudal vein above the yolk was normal in *AXER* +/+ medaka. Download video

Video 6 Blood flow in the caudal vein above the yolk was normal in *AXER* +/+ medaka but was markedly slowed from 7 dpf, almost completely stopped at 8 dpf, and completely stopped at 9 dpf in *AXER* −/− medaka. Download video

Video 7 Blood flow in the caudal vein above the yolk was normal in *AXER* +/+ medaka but was markedly slowed from 7 dpf, almost completely stopped at 8 dpf, and completely stopped at 9 dpf in *AXER* −/− medaka. Download video

Video 8 Blood flow in the caudal vein above the yolk was normal in *AXER* +/+ medaka but was markedly slowed from 7 dpf, almost completely stopped at 8 dpf, and completely stopped at 9 dpf in *AXER* −/− medaka. Download video

Video 9 Blood flow in the caudal vein above the yolk was normal in *AXER* +/+ medaka but was markedly slowed from 7 dpf, almost completely stopped at 8 dpf, and completely stopped at 9 dpf in *AXER* −/− medaka. Download video

Video 10 Blood flow in the caudal vein above the yolk was normal in *AXER* +/+ medaka but was markedly slowed from 7 dpf, almost completely stopped at 8 dpf, and completely stopped at 9 dpf in *AXER* −/− medaka. Download video

RNA-seq analysis revealed that expression levels of various marker genes in hearts were comparable between *AXER* +/+ and *AXER* −/− medaka at 5 dpf (Fig 3B), namely, genes involved in heart looping, *TBX20* encoding a T-box family member, which is expressed in the cardiac crescent, then in the endocardium and myocardium of the linear and looped heart tube (Cai et al, 2005), *GATA4* encoding a zinc finger–containing transcription factor, which is a critical regulator of cardiac gene expression for cardiomyocyte differentiation (Molkentin et al, 1997; Watt et al, 2004), and *ISL1* encoding a homeodomain transcription factor, which is essential for the development of both arterial and venous poles (Cai et al, 2003; Pandur et al, 2013); ventricle marker genes, *HAND1* encoding a member of the basic helix–loop–helix (bHLH) transcription factor family, which is asymmetrically expressed in the developing ventricle chambers (Vincentz et al, 2017), and *HEY2* encoding a hairy-related bHLH transcription factor, which acts for the differentiation of pluripotent stem cells into ventricular myocardial cells (Koibuchi & Chin, 2007); atrial marker genes, *HEY1* encoding a member of the hairy and enhancer of split-related family of bHLH-type transcription factors, which works as a downstream effector of Notch signaling required for cardiovascular development (Fischer et al, 2007), and *NPPA* encoding atrial natriuretic peptide, an early and specific marker for differentiation of the myocardium, which is implicated in the control of extracellular fluid volume and electrolyte homeostasis (Houweling et al, 2005); and sarcomeric genes, *MYH7* encoding β-myosin heavy chain, which is found in heart muscle and slow-twitch type 1 skeletal muscle fibers (Epstein et al, 1992), *MYBPC3* encoding a cardiac isoform of myosin-binding protein C expressed exclusively in cardiac muscle, which is associated with the structure of the sarcomere (basic unit of muscle contraction) (Harris et al, 2002), and *TNNT2* encoding cardiac troponin T, one of three proteins that make up the troponin protein complex, which is located on the thin filament of striated muscles and regulates muscle contraction (Watkins et al, 1995).

During the differentiation process, termed cardiac looping, the linear heart tube forms at 3 dpf, and rotates and bends into an S-shaped loop at 4 dpf, which in turn results in the formation of segmented chambers, the ventricle and atrium, at 5 dpf. This process appeared to occur normally in *AXER* −/− medaka (Fig 3C). We then observed abnormal phenotypes in hearts of *AXER* −/− medaka from 6 dpf. Note that Venus expression from the VC3Ai reporter in the ventricle increased significantly in *AXER* −/− medaka from 4 dpf compared with *AXER* +/+ medaka, and the difference continued to increase toward 7 dpf (Fig 4A). The length of the ventricle became significantly shorter in *AXER* −/− medaka than in *AXER* +/+ medaka from 6 dpf at both diastole and systole, and the difference continued to increase toward 8 dpf (Fig 4B). In contrast, although the length of the atrium became gradually shorter during embryonic development (6–8 dpf) in *AXER* +/+ medaka, it became significantly longer in *AXER* −/− medaka than in *AXER* +/+ medaka from 6 dpf, and the difference continued to increase toward 8 dpf (Fig 5A). The heart in *AXER* −/− medaka exhibited significantly increased beats per minute compared with *AXER* +/+ medaka from 6 dpf (Fig 5B). Furthermore, pericardial fluid surrounding the heart was markedly increased in *AXER* −/− medaka compared with *AXER* +/+ medaka (Fig 5C). These results clearly indicate the occurrence of heart failure in *AXER* −/− medaka.

**Figure 4.**
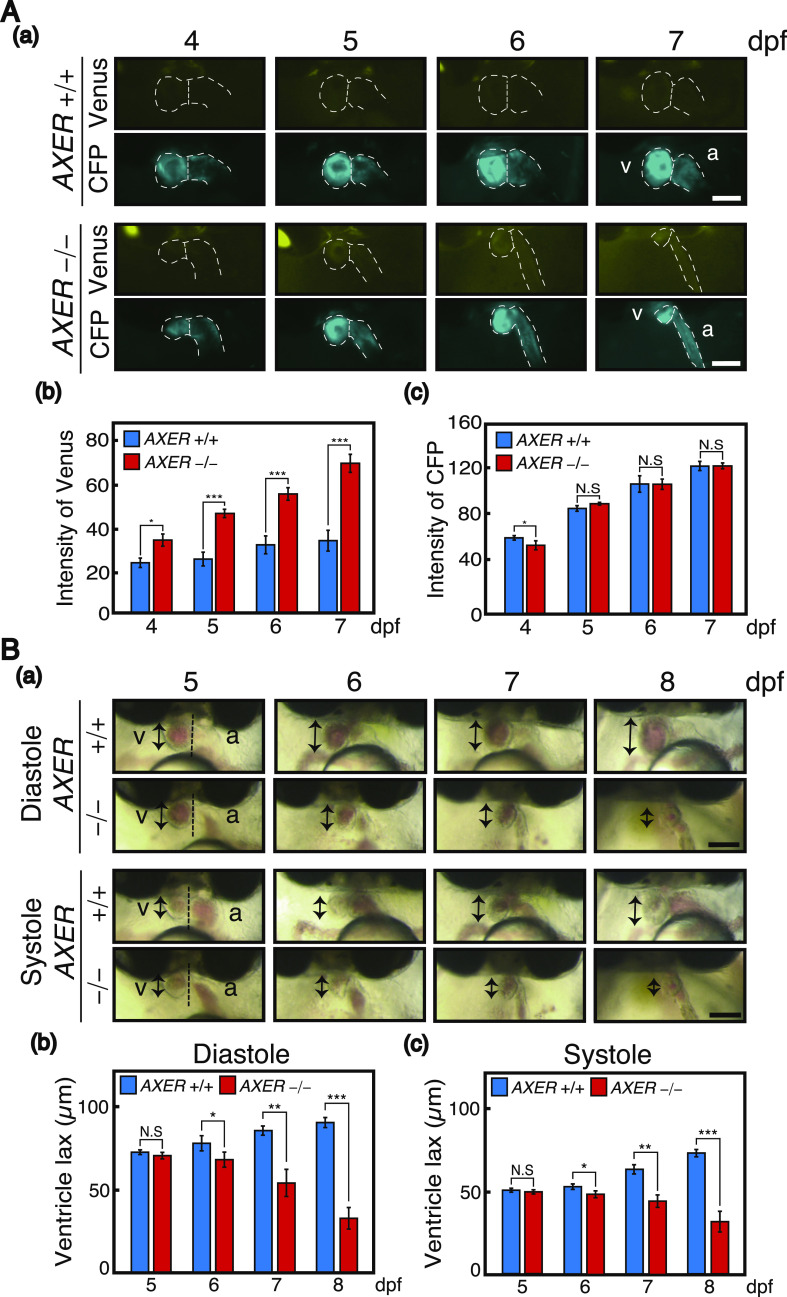
Heart (ventricle) failure in *AXER*-KO medaka. **(A)** Male *AXER* +/− medaka carrying the VC3Ai reporter were crossed with female *AXER* +/− medaka. (a) Hearts of *AXER* +/+ and −/− medaka carrying the VC3Ai reporter were analyzed by fluorescence microscopy at 4–7 dpf. Scale bar, 100 μm. (b, c) Fluorescence intensities of (b) Venus and (c) CFP in the ventricle were quantified (n = 6). **(B)** Male and female *AXER* +/− medaka were incrossed. (a) Hearts of *AXER* −/− medaka were compared with those of *AXER* +/+ medaka at 5–8 dpf. v, ventricle; a, atrium. Bidirectional arrows indicate the length of the ventricle. Scale bar, 100 μm. (b, c) Ventricle lengths at (b) diastole and (c) systole were measured (n = 6).

**Figure 5.**
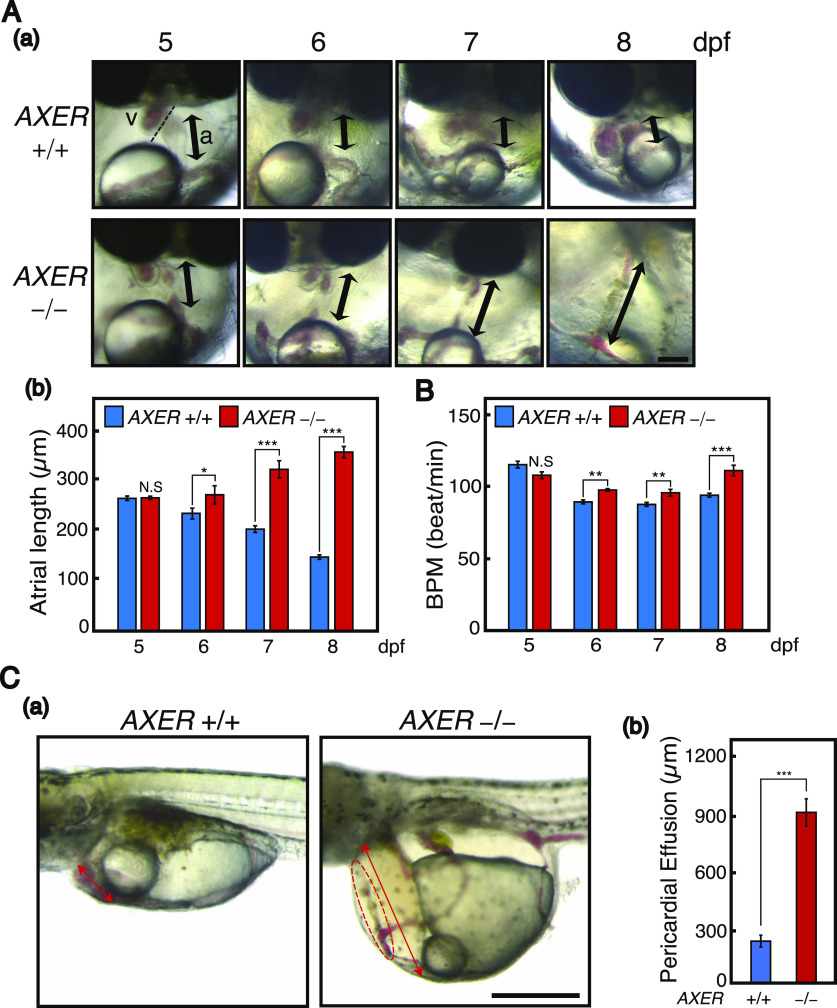
Heart failure in *AXER*-KO medaka. **(A)** Male and female *AXER* +/− medaka were incrossed. (a) Hearts of *AXER* −/− medaka were compared with those of *AXER* +/+ medaka at 5–8 dpf. Thick bidirectional arrows indicate the length of the atrium. Scale bar, 100 μm. (b) Atrium lengths were measured (n = 10 for +/+ and 4 for −/−). **(B)** Beats per minute in hearts of *AXER* +/+ and −/− medaka at 5–8 dpf were determined (n = 10 for +/+ and 4 for −/−). **(C)** (a) Pericardial fluid surrounding the heart of *AXER* +/+ and −/− medaka was photographed at 8 dpf. Scale bar, 500 μm. The heart of *AXER* −/− medaka is enclosed within the dashed red line. (b) Lengths of pericardial effusion indicated by the red bidirectional arrow in (a) were measured (n = 8 for +/+ and 4 for −/−).

### Rescue of heart failure in *AXER*-KO medaka by constitutive activation of XBP1 but not ATF6α

We then examined whether constitutive activation of a particular pathway of the UPR could rescue the heart failure observed in *AXER* −/− medaka. Previously, using a genome-editing technique, we produced mutant medaka designated *XBP1(S*^*C*^*)*, in which the active (spliced) form of XBP1, XBP1(S), is constitutively expressed from the 26-nucleotide-intron-less *XBP1* locus (Ishikawa et al, 2017). In the present study, to produce mutant medaka designated *ATF6α(N*^*C*^*)*, in which the active (nuclear) form of ATF6α, ATF6α(N), is constitutively expressed, we deleted the DNA region corresponding to the luminal and most transmembrane regions from the *ATF6α* locus using the CRISPR/Cas9 technology (Fig S3A(a)), resulting in the production of ATF6α(N^C^) of 377 aa containing the basic leucine zipper (bZIP) domain (Fig S3A(b)). The expected deletion of the DNA region was confirmed by sequencing and genomic PCR (Fig S3B(a and b)). *ATF6α N*^*C*^*/+* medaka hatched normally (Fig S3C) and exhibited a normal phenotype, including a normal tail length (Fig S3D). ATF6α(N^C^) fully rescued the embryonic lethality of *ATF6α/ATF6β*-double KO medaka (Fig S3E). After crossing with WT fish carrying the P_BiP_-EGFP reporter, *ATF6α N*^*C*^*/+* medaka carrying the P_BiP_-EGFP reporter exhibited more profound fluorescence in the entire body than WT medaka carrying the P_BiP_-EGFP reporter (Fig S3F). 

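In hearts at 5 dpf, 2 transcripts were higher in ATF6α N^C/+ medaka than in WT medaka and none was lower, among 18076 transcripts tested over 6 sequenced libraries of each genotype. The first was at 149.6 ± 20.3 CPM (counts scaled to the TMM-normalized library size; SD, n = 6) in ATF6α N^C/+ medaka and 85.9 ± 11.6 CPM (SD, n = 6) in WT medaka, a log2 fold change of 0.80 (standard error 0.14, adjusted p = 0.00989 from edgeR's quasi-likelihood test). The second was at 129 ± 14.9 CPM in ATF6α N^C/+ medaka and 68.6 ± 11.7 CPM in WT medaka, a log2 fold change of 0.91 (standard error 0.14, adjusted p = 0.00163 from the same test). Expression levels of both were also higher in AXER-KO medaka than in WT medaka, at 368 ± 83.9 CPM and 314 ± 77.1 CPM, with log2 fold changes of 2.10 and 2.19 (adjusted p = 4.34e-14 and 1.68e-14 from edgeR). Levels of the 2 moved alike in every genotype sequenced, so they may not be 2 separate responses. Whether they share a gene or reads was not tested. These 2 transcripts are described because they are the only ones called, so they were chosen after their values were seen. The deposited tables give Ensembl transcript identifiers without gene names, and which transcripts encode ER chaperones was not analysed here. At an unadjusted p under 0.05, 596 transcripts passed, fewer than the share of 0.05 of all 18076 that chance alone gives. Without WT replicate 5, WT replicate 6 or ATF6α N^C/+ replicate 5, 1 of the calls was left.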

RNA-seq analysis revealed that expression levels of various ER chaperones in hearts were enhanced in *ATF6α N*^*C*^*/+* medaka compared with WT medaka at 5 dpf, as expected (Fig S3G).

**Figure S3.**
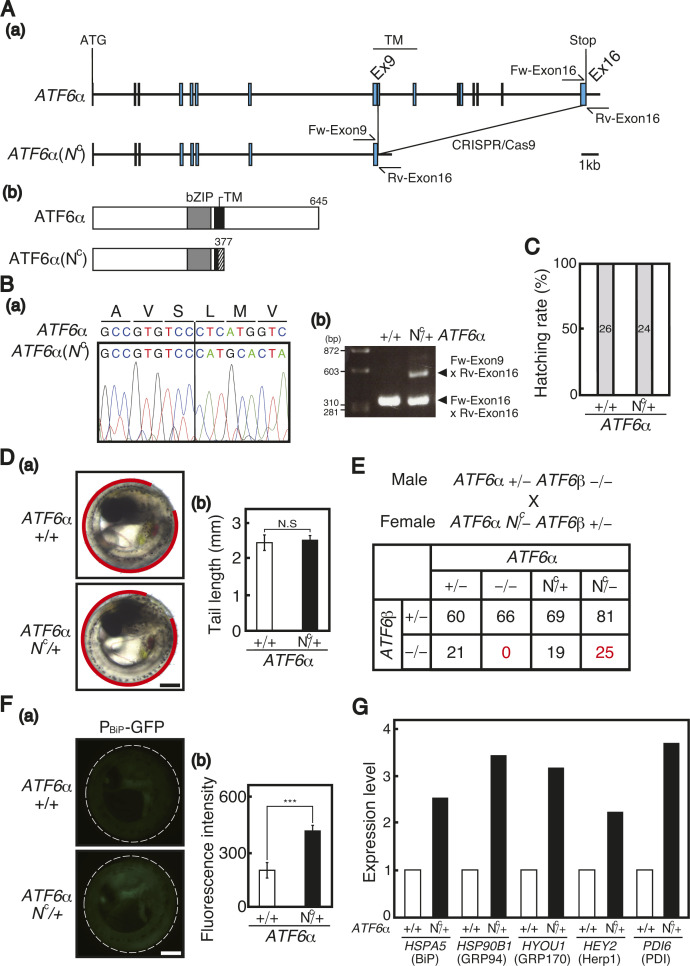
Production and characterization of *ATF6α(N*^*C*^*)* medaka. **(A)** (a) Structure of the WT *ATF6α* gene is schematically shown. CRISPR/Cas9-mediated genome editing was used to generate the *ATF6α(N*^*C*^*)* gene. (b) Structures of WT and N^C^ ATF6α proteins are schematically shown with the positions of bZIP (basic leucine zipper) and TM (transmembrane) domains indicated. **(B)** (a) Sequences of a part of exon 9 of WT and *N*^*C*^ *ATF6α* genes are shown together with the amino acid sequence of the WT ATF6α protein described above. **(A)** (b) PCR fragments amplified from WT and *N*^*C*^ *ATF6α* genes using the primers Rv-Exon16 and Fw-Exon9 or Fw-Exon16 depicted in (A) were electrophoresed. **(C)** Hatching rates of *ATF6α* +/+ and *N*^*C*^/+ medaka were determined. Gray bars indicate hatched medaka. **(D)** (a) Positions of tails of *ATF6α* +/+ and *N*^*C*^/+ medaka at 7 dpf are shown in red. Scale bar, 250 μm. (b) Tail lengths were measured (n = 5 for +/+ and *N*^*C*^/+). **(E)** Male *ATF6α* +/− *ATF6β* −/− medaka were crossed with female *ATF6α N*^*C*^/− *ATF6β* +/− medaka, and 341 resulting hatched fish were genotyped 2 mo later. **(F)** *ATF6α* +/+ and *N*^*C*^/+ medaka carrying the P_BiP_-EGFP reporter were analyzed by fluorescence microscopy at 7 dpf. Scale bar, 250 μm. (b) Fluorescence intensities in the entire body were quantified (n = 5 for +/+ and *N*^*C*^/+). **(G)** Expression levels of the indicated ER chaperone genes in hearts of *ATF6α N*^*C*^/+ medaka relative to those in hearts of *ATF6α* +/+ medaka at 5 dpf were determined by RNA-seq.

For analysis of phenotypes, *AXER* +/− medaka were crossed with *AXER* +/+ *XBP1 S*^*C*^/*+* medaka and *AXER* +/+ *ATF6α N*^*C*^*/+* medaka to obtain *AXER* +/− *XBP1 S*^*C*^/+ medaka and *AXER* +/− *ATF6α N*^*C*^*/+* medaka, respectively. Male *AXER* +/− *XBP1 S*^*C*^/+ medaka were crossed with female *AXER* +/− *ATF6α N*^*C*^*/+* medaka, and male *AXER* +/− *ATF6α N*^*C*^*/+* medaka were crossed with female *AXER* +/− *XBP1 S*^*C*^/+ medaka to obtain (1) *AXER* +/+ *ATF6α +/+ XBP1* +/+ medaka, (2) *AXER* +/+ *ATF6α N*^*C*^*/+ XBP1* +/+ medaka, (3) *AXER* +/+ *ATF6α +/+ XBP1 S*^*C*^/+ medaka, (4) *AXER* −/− *ATF6α +/+ XBP1* +/+ medaka, (5) *AXER* −/− *ATF6α N*^*C*^*/+ XBP1* +/+ medaka, and (6) *AXER* −/− *ATF6α +/+ XBP1 S*^*C*^/+ medaka (Figs 6 and 7). We found that the constitutive expression of XBP1(S) from the *XBP1(S*^*C*^*)* locus but not that of ATF6α(N) from the *ATF6α(N*^*C*^*)* locus significantly rescued abnormal phenotypes of *AXER* −/− medaka, namely, the poor hatching rate (Fig 6A); crooked and shorter tail (Fig 6B and C); increased fluorescence from VC3Ai in the entire body (Fig 6D) and ventricle (Fig 6E); shortened length of the ventricle at both diastole and systole (Fig S4A); elongated length of the atrium (Fig S4B); increased beats per minute (Fig S4C); and markedly increased pericardial fluid surrounding the heart (Fig 7A).

**Figure 6.**
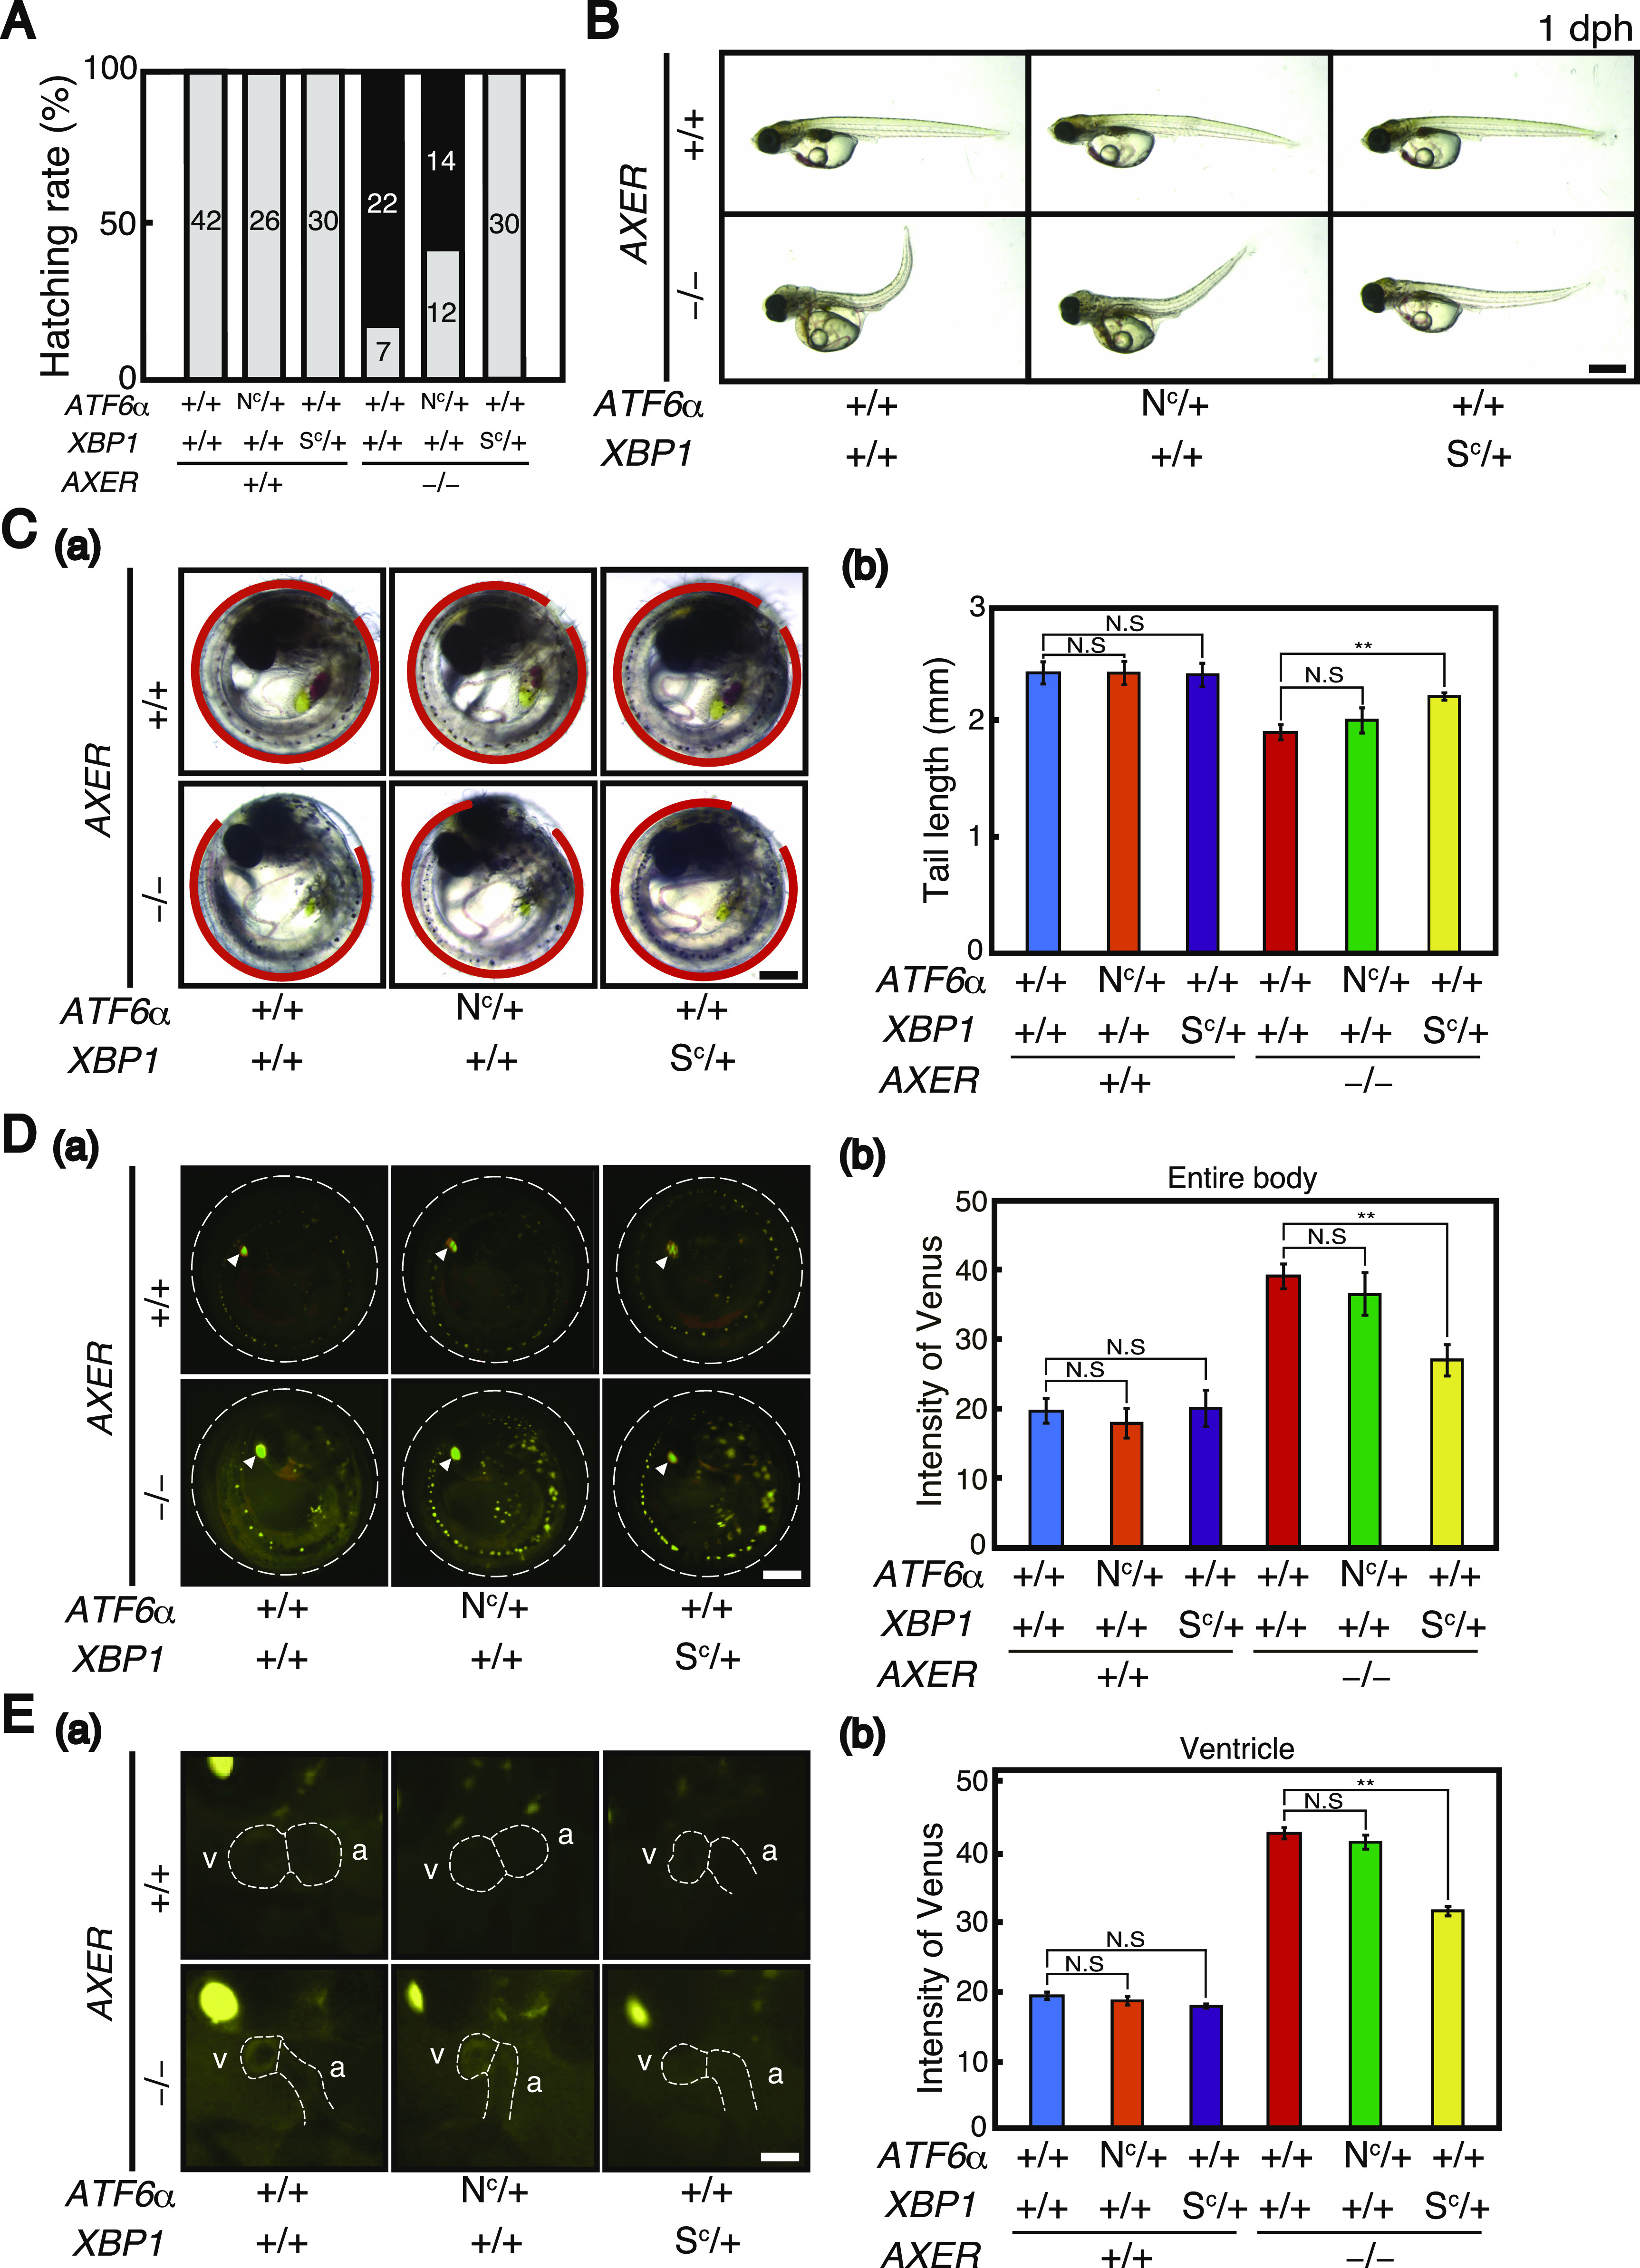
Rescue of heart failure in *AXER*-KO medaka by constitutive activation of XBP1 but not ATF6α. Male *AXER* +/− *XBP1 S*^*C*^*/+* medaka were crossed with female *AXER* +/− *ATF6α N*^*C*^*/+* medaka, and male *AXER* +/− *ATF6α N*^*C*^*/+* medaka were crossed with female *AXER* +/− *XBP1 S*^*C*^*/+* medaka to obtain medaka of the indicated genotypes. **(A)** Hatching rates of various medaka with the indicated genotypes were determined. Gray and black bars indicate hatched and unhatched medaka, respectively. **(B)** Various medaka with the indicated genotypes were photographed at 1 dph. Scale bar, 1 mm. **(C)** (a) Positions of the tail of various medaka with the indicated genotypes at 7 dpf are shown. Scale bar, 250 μm. (b) Tail lengths were measured (n ≥ 4). **(D)** (a) Various medaka carrying the VC3Ai reporter with the indicated genotypes were analyzed by fluorescence microscopy at 7 dpf. White arrowheads denote merged fluorescence of Venus and mCherry from the eye lens. Scale bar, 250 μm. (b) Fluorescence intensities in the entire body were quantified (n ≥ 3). **(E)** (a) Hearts of various medaka carrying the VC3Ai reporter with the indicated genotypes were analyzed by fluorescence microscopy at 5 dpf. Scale bar, 100 μm. (b) Fluorescence intensities in the ventricle were quantified (n ≥ 3).

**Figure 7.**
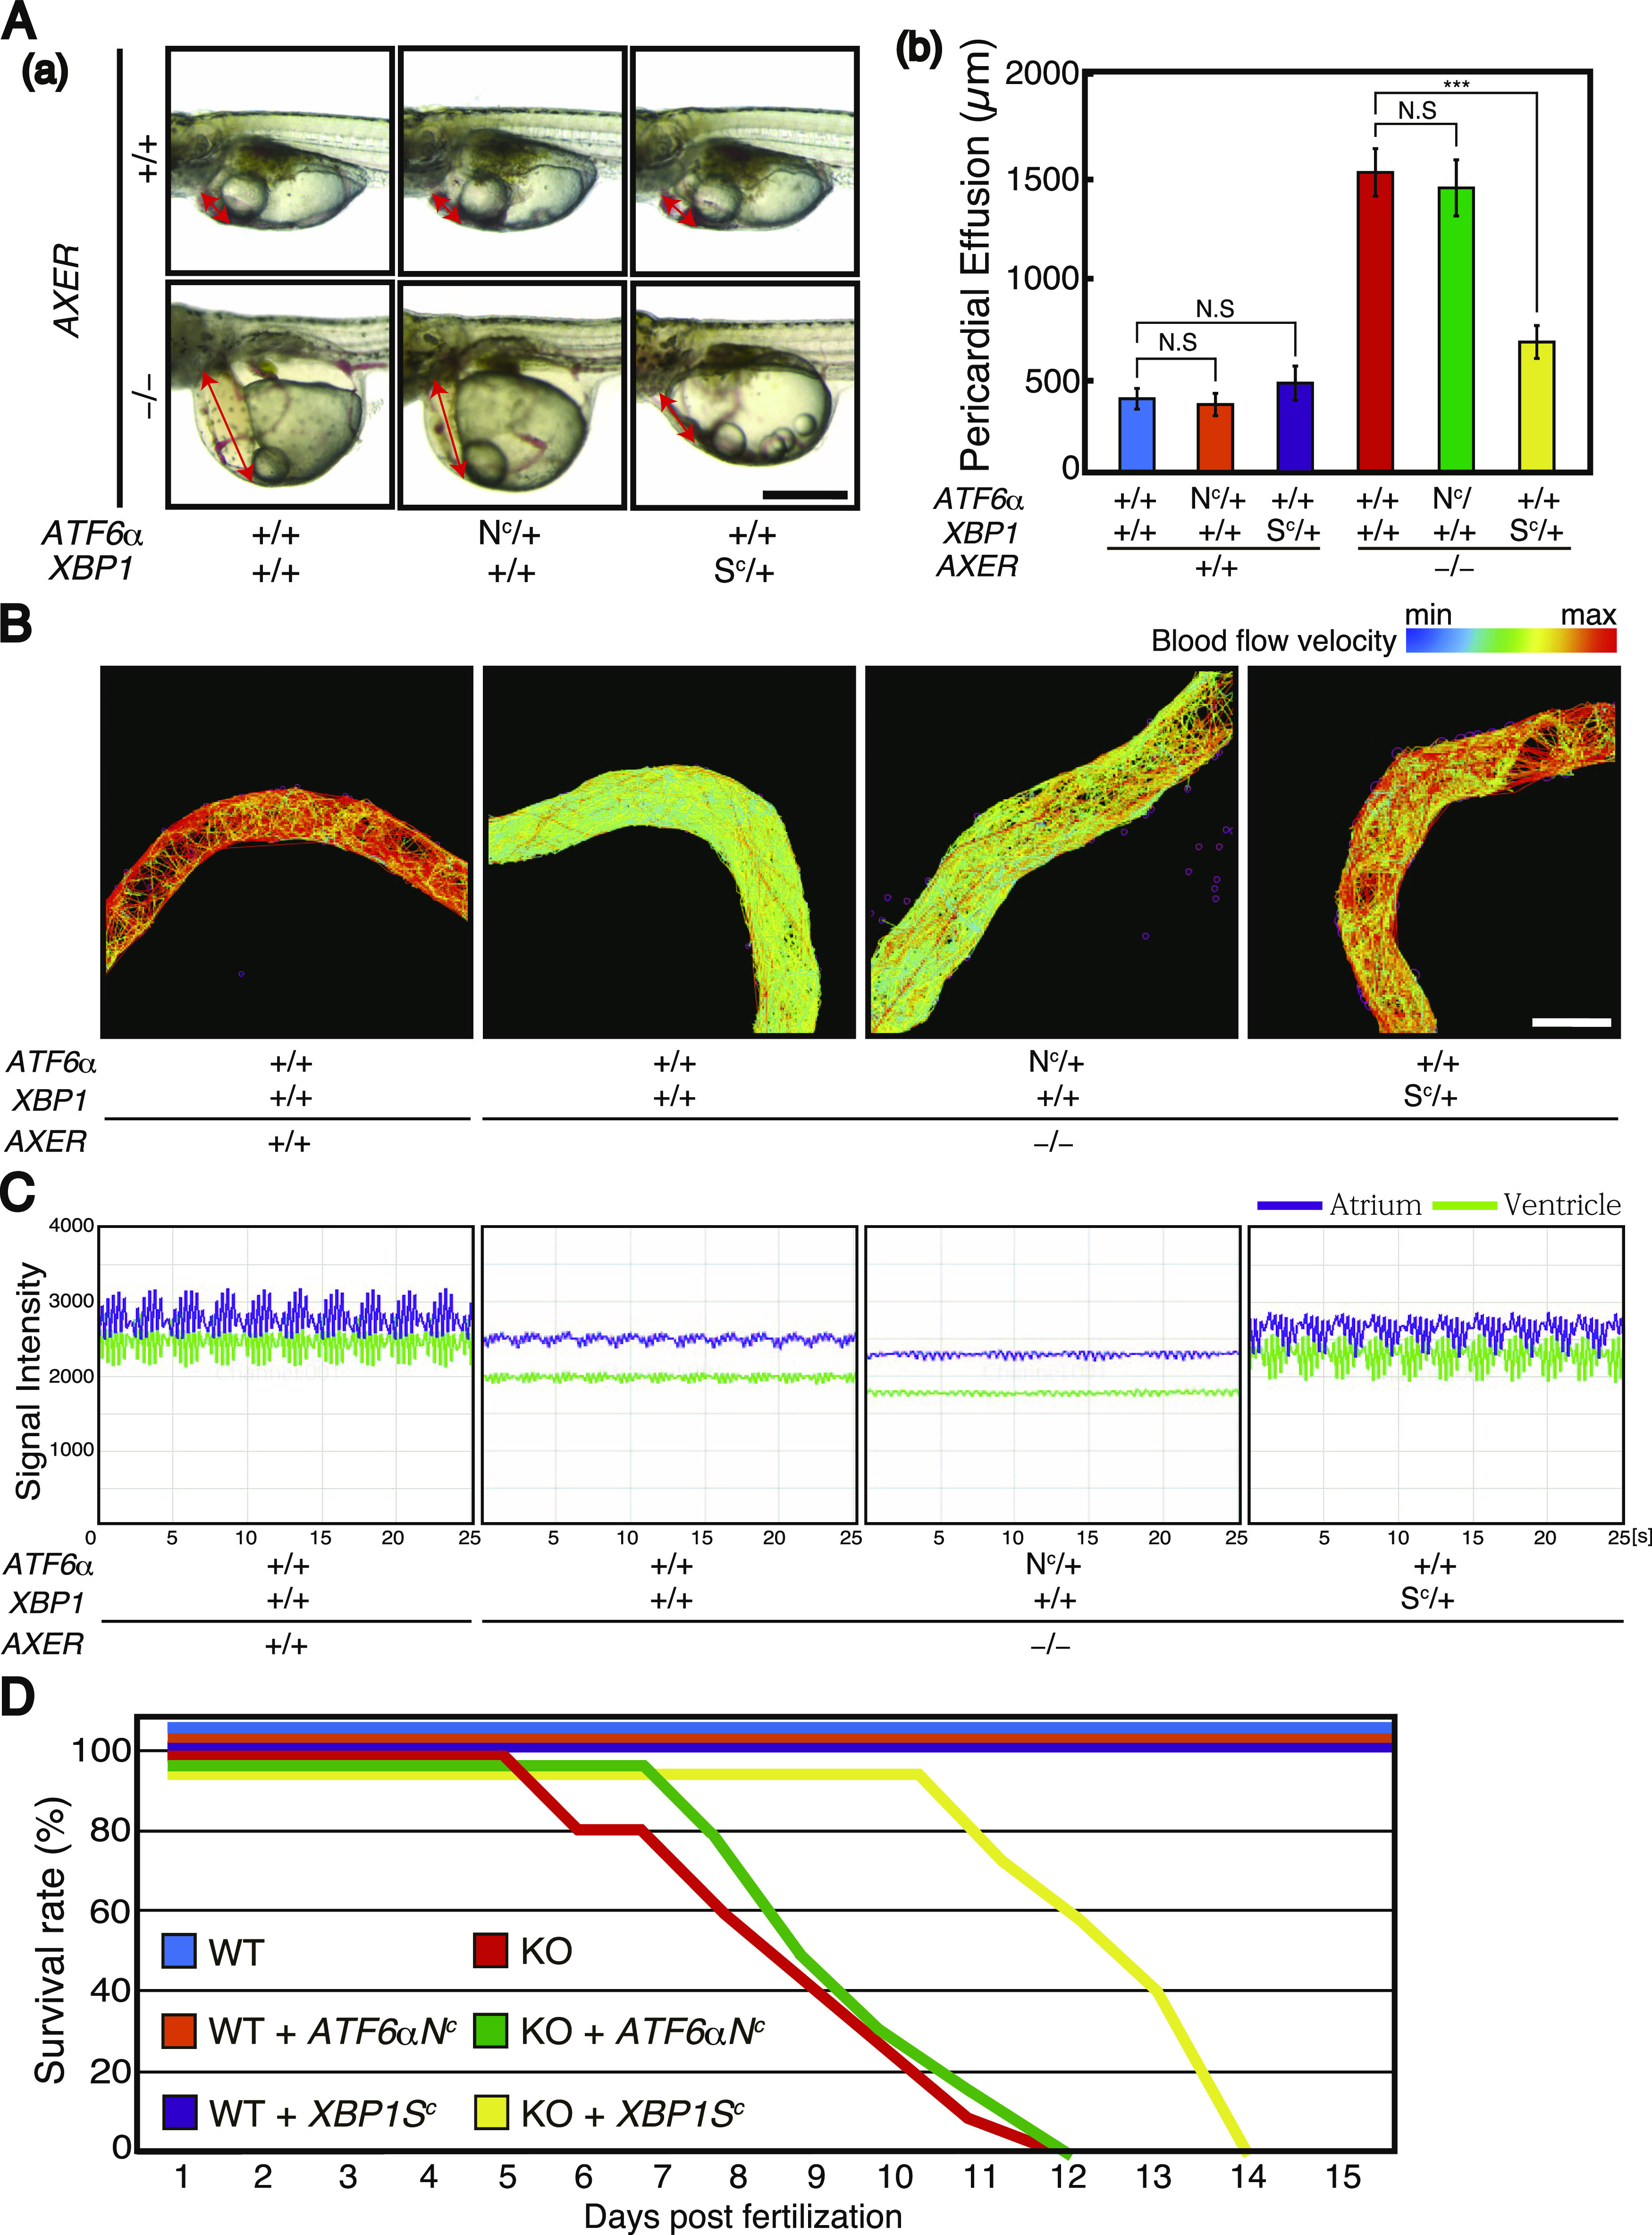
Extension of lifespan of *AXER*-KO medaka by constitutive activation of XBP1 but not ATF6α. Male *AXER* +/− *XBP1 S*^*C*^*/+* medaka were crossed with female *AXER* +/− *ATF6α N*^*C*^*/+* medaka, and male *AXER* +/− *ATF6α N*^*C*^*/+* medaka were crossed with female *AXER* +/− *XBP1 S*^*C*^*/+* medaka to obtain medaka of the indicated genotypes. **(A)** Pericardial fluid surrounding the heart of various medaka with the indicated genotypes was photographed at 8 dpf. Scale bar, 500 μm. (b) Lengths of pericardial effusion indicated by the red bidirectional arrow in (a) were measured (n ≥ 4). **(B)** Blood flow velocity in the caudal vein of various medaka with the indicated genotypes at 7 dpf was determined by tracking and visualizing the movement of 6,000–8,000 red blood cells and is shown as a heatmap from minimum (blue) to maximum (red). Scale bar, 50 μm. **(C)** Changes in the abundance of red blood cells in the atrium (purple) and ventricle (green) of various medaka with the indicated genotypes were determined at 7 dpf. Each single peak (50 peaks in 25 s) represents the consequence of one contraction. **(D)** Survival rates of various medaka with the indicated genotypes were determined (n ≥ 7).

**Figure S4.**
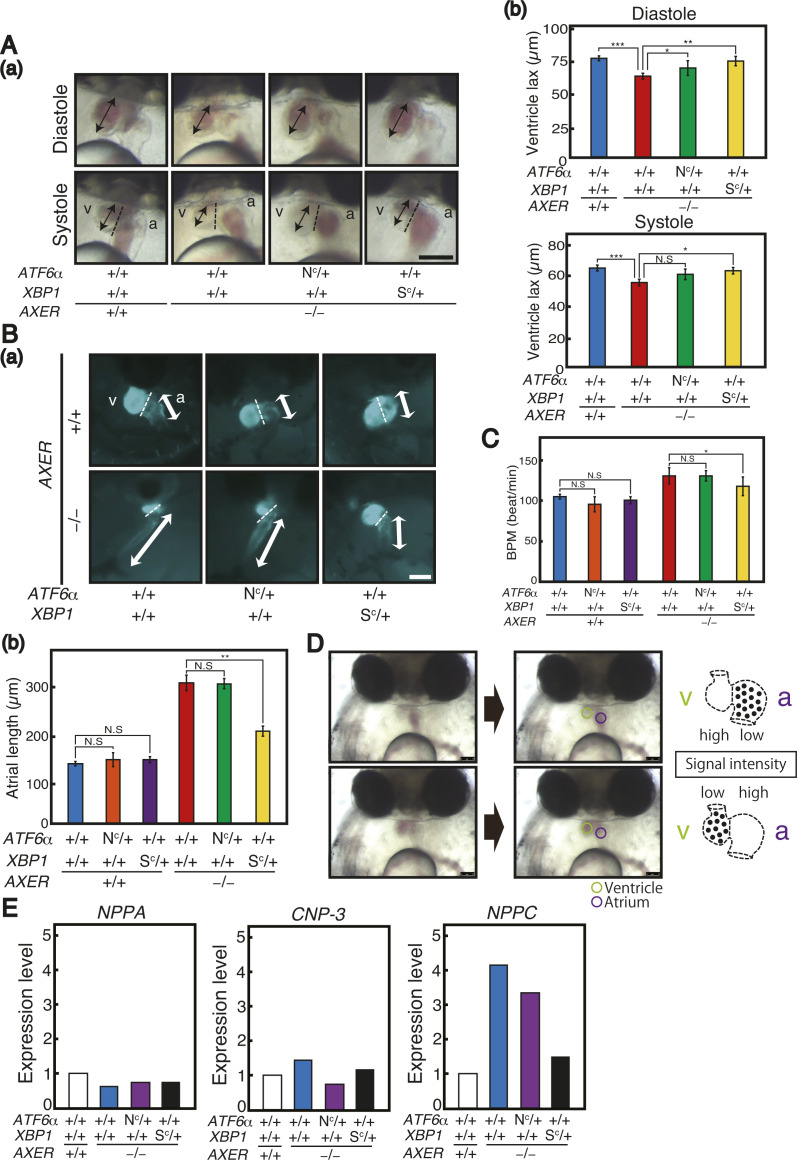
Rescue of heart failure in *AXER*-KO medaka by constitutive activation of XBP1 but not ATF6α (part 2). **(A)** (a) Hearts of various medaka with the indicated genotypes were compared at 6 dpf. v, ventricle; a, atrium. Bidirectional arrows indicate the length of the ventricle. Scale bar, 250 μm. (b) Ventricle lengths at diastole and systole were measured (n ≥ 3). **(B)** Hearts of various medaka with the indicated genotypes were compared at 7 dpf. Bidirectional white thick arrows indicate the length of the atrium. Scale bar, 100 μm. (b) Atrium lengths were measured (n ≥ 3). **(C)** Beats per minute in hearts of various medaka with the indicated genotypes at 6 dpf were determined (n ≥ 7). **(D)** Strategy to monitor blood flow in the heart is schematically shown. The abundance of red blood cells in a monitoring area set in the ventricle (green) and atrium (purple) was converted to signal intensity in inverse proportion. **(E)** Expression levels of the *NPPA*, *CNP-3*, and *NPPC* genes in hearts of various medaka with indicated genotypes relative to those of WT medaka at 5 dpf were determined by RNA-seq.

We monitored and visualized blood flow velocity in the caudal vein above the yolk at 7 dpf by tracking the movement of red blood cells. Results clearly showed that blood flow velocity was markedly slowed in *AXER* −/− medaka compared with *AXER* +/+ medaka, but returned to close to the WT level by the constitutive expression of XBP1(S) but not ATF6α(N) (Fig 7B). We also monitored and visualized blood flow in the heart by determining the intensity of a red blood cell–dependent signal in the ventricle and atrium (Fig S4D). Results again showed that blood flow was markedly slowed in *AXER* −/− medaka compared with *AXER* +/+ medaka, but returned to close to the WT level by the constitutive expression of XBP1(S) but not ATF6α(N) (Fig 7C). Accordingly, *AXER* −/− *ATF6α +/+ XBP1 S*^*C*^*/+* medaka lived 3 d longer than *AXER* −/− *ATF6α +/+ XBP1* +/+ medaka or *AXER* −/− *ATF6α N*^*C*^*/+ XBP1* +/+ medaka (Fig 7D).

### RNA-seq analysis

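Hearts of 6 genotypes at 5 dpf were sequenced, with 6 libraries for each genotype and 36 in all. The genotypes were WT, WT carrying 1 constitutively active allele, XBP1(S) or ATF6α(N), AXER-KO, [KO + XBP1(S)] and [KO + ATF6α(N)]. AXER is the transporter that brings ATP into the ER, XBP1(S) is the spliced, active form of XBP1, and ATF6α(N) is the active nuclear fragment of ATF6α. The library protocol was Lasy-Seq, in which each RNA sample is reverse-transcribed with its own index and all samples are then pooled. The authors trimmed the reads with fastp and mapped them with BWA-MEM, and they deposited for every library the number of reads that salmon estimated for each of 37495 medaka transcripts. These estimates total 2524357 to 11139745 reads per library in WT medaka (median 4013868) and 3067532 to 19619140 in KO medaka (median 5587767). They total 1850805 to 4728592 in [KO + XBP1(S)] medaka (median 2477696), the lowest of the 6 genotypes, and 2692071 to 11455186 in [KO + ATF6α(N)] medaka (median 5757234). In WT medaka carrying XBP1(S) they total 2396096 to 11027825 (median 5579628), and in WT medaka carrying ATF6α(N) 3532413 to 10257903 (median 4966114). The 10 most abundant transcripts of a library took 24.0 ± 1.22% of its reads in KO medaka (SD, n = 6) and 19.58 ± 1.87% in WT medaka (SD, n = 6). Each library was taken as 1 replicate. The chi-square per degree of freedom was at least 6.66 in every pair of libraries of 1 genotype, so no pair looked like 1 library deposited again, which does not show that they came from separate animals. Neither the labels nor the paper's text says whether the 6 libraries of a genotype came from separate hearts or clutches, so the p-values measure the spread between these libraries, which may be technical. The labels give the strain as HdrR, whereas the paper's methods name the cab strain as WT, and the labels and the methods also state different amounts of input RNA. Estimates were rounded to whole numbers, normalized by TMM and tested per transcript with edgeR's quasi-likelihood test over all 36 libraries, after a filter on low counts that left 18076 transcripts. A transcript was called changed at an adjusted p under 0.05 and a fold change above 1.5, the thresholds of the paper's text. The values are per transcript and not per gene, because the tables do not pair the transcripts with genes. Of the 37495 identifiers, 0 matched the table of gene names used here, so AXER, XBP1 and ATF6α themselves could not be looked up, and at most 2 raised and 2 fallen transcripts are named below by identifier.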

To explain the differential effects of the constitutive expression of XBP1(S) and ATF6α(N) on the heart defects observed in *AXER* −/− medaka, we conducted RNA-seq analysis on RNA samples prepared from hearts at 5 dpf of (a) *AXER* +/+ *ATF6α +/+ XBP1* +/+ (WT) medaka, (b) *AXER* −/− *ATF6α +/+ XBP1* +/+ (*AXER*-KO) medaka, (c) *AXER* −/− *ATF6α +/+ XBP1 S*^*C*^/+ [KO + XBP1(S)] medaka, and (d) *AXER* −/− *ATF6α N*^*C*^*/+ XBP1* +/+ [KO + ATF6α(N)] medaka.

When the results of (a) WT medaka and (b) *AXER*-KO medaka were compared, expression levels of 378 genes were significantly altered (>1.5-fold, q-value <0.05), with 266 genes up-regulated and 112 genes down-regulated in *AXER*-KO medaka (Fig 8A). 

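In AXER-KO medaka, 79 transcripts were higher and 37 were lower than in WT medaka, of 18076 tested. The median log2 fold change was 0.93 over the 79 raised transcripts and -0.92 over the 37 fallen ones. For 62 of the raised and 26 of the fallen transcripts, all 6 KO libraries lay beyond all 6 WT libraries, which chance gives for 0.108% of unselected transcripts in each direction. These were selected for a difference in the same libraries, so this is no further test. ENSORLT00000021510.2 had one of the largest rises, from 3.11 ± 3.72 CPM in WT medaka to 20.8 ± 3.97 CPM in KO medaka (SD, n = 6 each), a log2 fold change of 2.61 (standard error 0.51, adjusted p = 0.00292 from edgeR's quasi-likelihood test). ENSORLT00000003883.2 was all but absent from WT medaka, with 1 count over the 6 libraries, and had 178 counts over the 6 KO libraries, or 4.40 ± 2.698 CPM (adjusted p = 0.00596 from edgeR). DESeq2 gave no adjusted p for this transcript. ENSORLT00000031251.1 fell from 198 ± 25.6 CPM in WT medaka to 71.0 ± 7.14 CPM in KO medaka (SD, n = 6 each), a log2 fold change of -1.48 (standard error 0.13, adjusted p = 6.41e-11 from edgeR). ENSORLT00000035109.1 fell from 191 ± 26.0 CPM to 71.7 ± 11.8 CPM, a log2 fold change of -1.41 (standard error 0.15, adjusted p = 8.84e-09 from edgeR). The levels of the 2 fallen transcripts are alike in every genotype. Their separate estimates may be uncertain, since salmon can divide the reads of near-identical sequences between them, but their sequences were not compared.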

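The constitutive expression of XBP1(S) in KO medaka was accompanied by a rise of 25 transcripts and a fall of 7. The median log2 fold change of the 25 raised transcripts was 0.76. The constitutive expression of ATF6α(N) in KO medaka gave 0 calls by edgeR, DESeq2 and limma-voom alike, and 407 transcripts at an unadjusted p under 0.05 by edgeR. These 407 are fewer than the share of 0.05 of all transcripts tested that chance alone gives. When [KO + XBP1(S)] medaka were compared directly with [KO + ATF6α(N)] medaka, 22 transcripts were higher and 8 were lower. Of this comparison DESeq2 called 74, whereas 13 were called without [KO + XBP1(S)] replicate 5 and 19, 19, 17 and 18 without [KO + ATF6α(N)] replicates 1, 4, 5 and 6. ENSORLT00000031251.1, which is lower in KO medaka than in WT medaka, rose from 71.0 ± 7.14 CPM in KO medaka to 123 ± 21.7 CPM in [KO + XBP1(S)] medaka (SD, n = 6 each), a log2 fold change of 0.79 (standard error 0.13, adjusted p = 0.00126 from edgeR's quasi-likelihood test). In [KO + ATF6α(N)] medaka it was at 94.1 ± 12.5 CPM (SD, n = 6), a log2 fold change of 0.41 over KO medaka (standard error 0.13, adjusted p = 1.00 from edgeR). In simulated counts with the depth of these libraries, the test found 89.4% of 3-fold, 55.2% of 2-fold and 7.46% of 1.5-fold changes placed in [KO + ATF6α(N)] medaka. All were in transcripts with a mean of at least 5 CPM. The simulated spread was edgeR's fitted dispersion without the further spread of each transcript, so these shares may be too high. DESeq2 called 93 transcripts for XBP1(S), whereas 20 were called without KO replicate 1, 16 without KO replicate 4 and 20 without [KO + XBP1(S)] replicate 5.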

When the results of (b) KO medaka and (c) [KO + XBP1(S)] medaka or (d) [KO + ATF6α(N)] medaka were compared, expression levels of 413 and 48 genes were significantly altered (>1.5-fold, q-value <0.05) by the constitutive expression of XBP1(S) and ATF6α(N), respectively (Fig 8B), consistent with previous findings that XBP1 has much broader targets than ATF6α (Acosta-Alvear et al, 2007; Adachi et al, 2008). For example, the expression level of *LMAN1*, a known target of the IREα-XBP1 pathway, was increased in KO medaka compared with WT medaka and further increased in [KO + XBP1(S)] medaka compared with KO medaka, but not increased in [KO + ATF6α(N)] medaka compared with KO medaka (Fig 8B, right panel). On the contrary, the expression level of *HSPA5* (BiP), a known target of the ATF6 pathway, was increased in KO medaka compared with WT medaka, and further increased in [KO + ATF6α(N)] medaka compared with KO medaka, whereas *NUPRIB*, a known target of the PERK pathway, was increased in KO medaka compared with WT medaka, but not increased in [KO + ATF6α(N)] medaka or [KO + XBP1(S)] medaka compared with KO medaka, as expected (Fig 8B, right panel). Importantly, the increased the expression level of *HSPA5* (BiP) in KO medaka over WT medaka was markedly decreased in [KO + XBP1(S)] medaka. We considered that this is due to amelioration of ER stress in *AXER*-KO medaka through the constitutive expression of XBP1(S), which up-regulated 206 of 413 altered genes and thereby helped restoration of the ER homeostasis of the heart.

**Figure 8.**
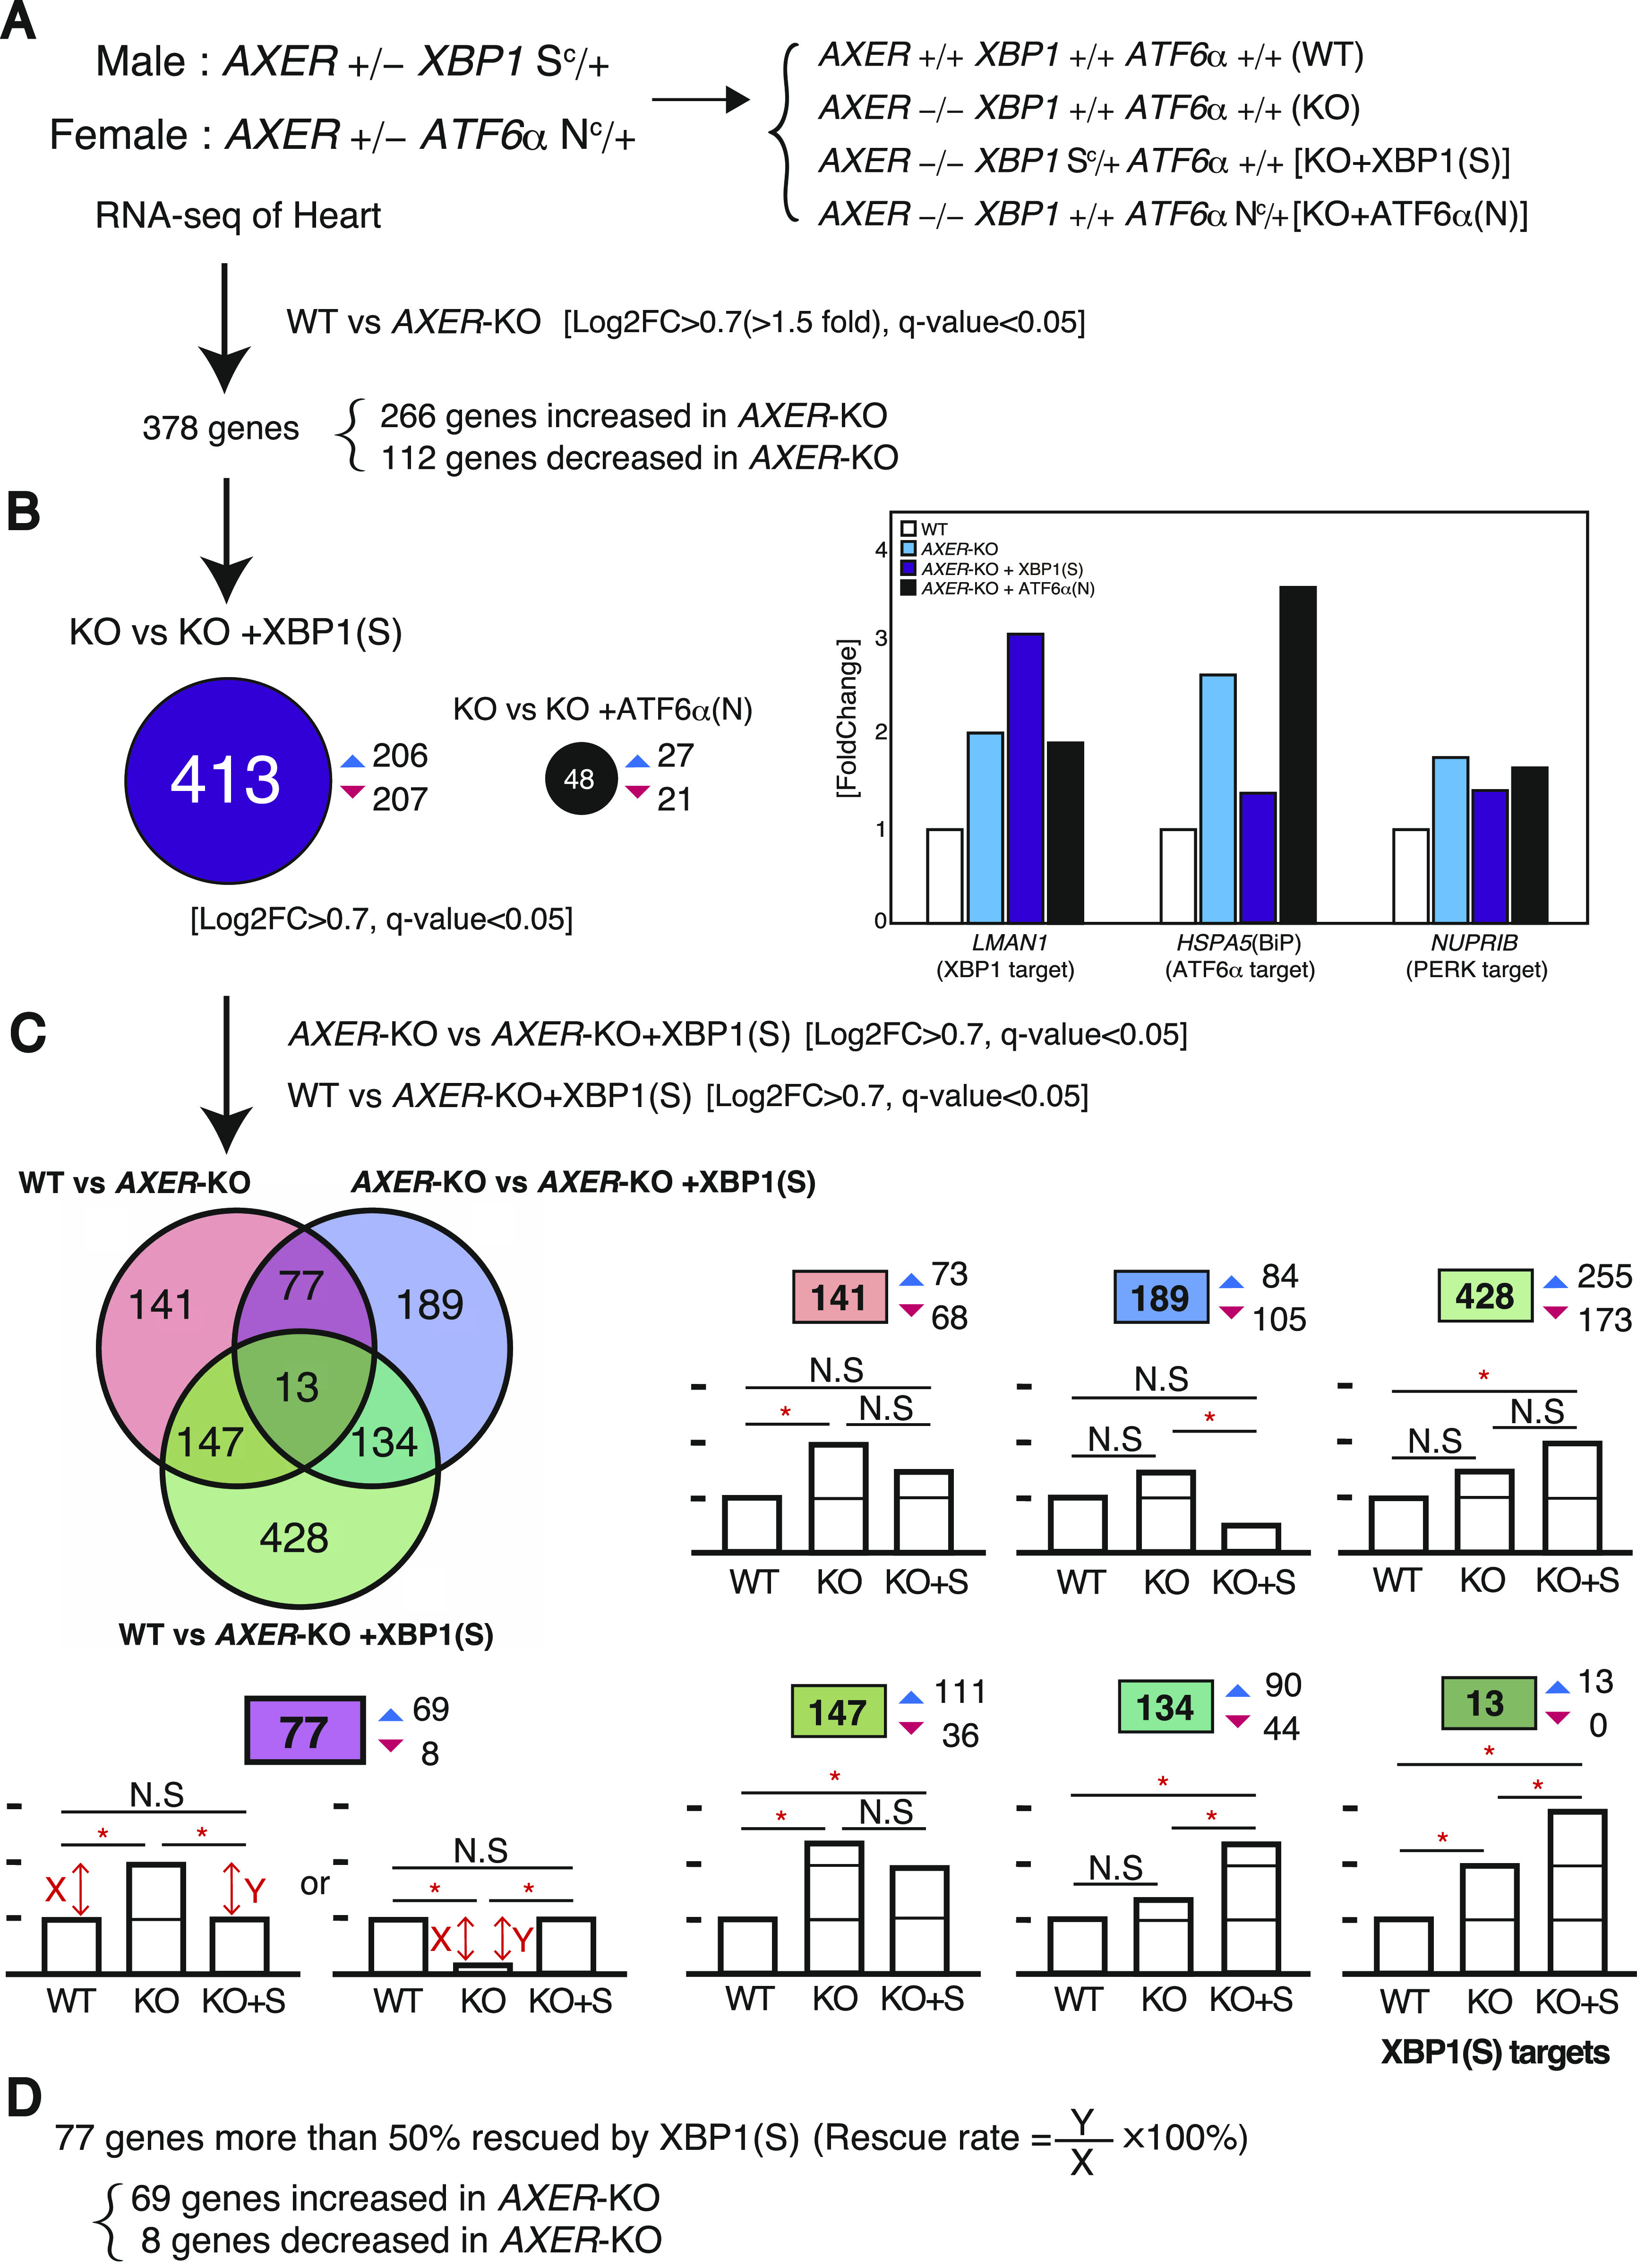
RNA-seq analysis of hearts of *AXER* +/+ and −/− medaka with or without *XBP1(S*^*C*^*)* or *ATF6(N*^*C*^*)*. **(A)** Procedures of RNA-seq analysis are shown. **(B)** Differential effects of the constitutive expression of XBP1(S) and ATF6α(N) in *AXER*-KO medaka on heart gene expression in total (left) or on the expression of *LMAN1* (XBP1 target), *HSPA5* (ATF6α target), and *NUPRIB* (PERK target) (right) are shown. **(C)** Effect of the constitutive expression of XBP1(S) on *AXER* +/+ and −/− medaka is described in a Venn diagram with the number of genes whose expression levels were significantly altered (>1.5-fold, q-value <0.05), followed at right by typical alteration patterns of each category (up-regulation pattern only except for the dark pink category) together with total (boxed), up-regulated (blue upward-pointing triangle), and down-regulated (red downward-pointing triangle) gene numbers in each category. **(C, D)** All 77 genes in the dark pink category in (C) showed greater than 50% rescue rates.

Then, we drew three types of comparison in a Venn diagram with the number of genes whose expression levels were significantly altered (>1.5-fold, q-value <0.05), namely, (i) comparison between WT and KO medaka, (ii) comparison between KO and [KO + XBP1(S)] medaka, and (iii) comparison between WT and [KO + XBP1(S)] medaka. This was followed by typical alteration patterns of each category with total (boxed), up-regulated (blue upward-pointing triangle), and down-regulated (red downward-pointing triangle) gene numbers in each category (Fig 8C); note that the typical alteration patterns (bar graphs) show only the case of up-regulation in KO medaka compared with WT medaka, except for the focused (see below) 77 genes. 

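Among transcripts called in at least 1 of these 3 comparisons, 64 were changed in KO medaka and still differed from WT medaka in [KO + XBP1(S)] medaka, without a called difference between KO and [KO + XBP1(S)] medaka. Of these, 54 were raised and 10 were fallen. Another 36 were called between WT and KO medaka alone, 12 of them raised and 24 fallen. Between WT and [KO + XBP1(S)] medaka alone, 120 were called, 73 raised and 47 fallen. Between KO and [KO + XBP1(S)] medaka alone, 5 were called, and 11 were called in both comparisons with [KO + XBP1(S)] medaka but not between WT and KO medaka. The remaining 2 categories hold 14 transcripts called in all 3 comparisons and 2 called in KO medaka whose level returned. Among the 14 are the fallen transcripts ENSORLT00000031251.1 and ENSORLT00000035109.1. In [KO + XBP1(S)] medaka they were higher than in KO medaka but still below WT medaka, with log2 fold changes against WT medaka of -0.69 and -0.65 (adjusted p = 0.000617 and 0.00739 from edgeR's quasi-likelihood test). All 3 comparisons share libraries with one another, so membership in one is not independent of the others.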

The central category (dark green), containing 13 genes, represented *LMAN1*-like XBP1 target genes, whose expression levels were significantly increased in KO medaka compared with WT medaka, and further significantly increased in [KO + XBP1(S)] medaka compared with KO medaka (compare white, blue, and purple bars, Fig S5).

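In this category, 12 transcripts were higher in KO medaka than in WT medaka and higher again in [KO + XBP1(S)] medaka. Their mean level was 6.25 ± 0.07 log2 CPM in WT medaka, 7.08 ± 0.11 in KO medaka and 7.87 ± 0.10 in [KO + XBP1(S)] medaka (SD, n = 6 each). In [KO + ATF6α(N)] medaka it was 7.16 ± 0.11 log2 CPM, and in WT medaka carrying XBP1(S) it was 7.71 ± 0.18 log2 CPM (SD, n = 6 each). The median log2 fold change of the 12 was 0.86 between WT and KO medaka and 0.81 between KO and [KO + XBP1(S)] medaka, but 0.09 between KO and [KO + ATF6α(N)] medaka. The 12 were selected for both rises, so only the levels with ATF6α(N) and in WT medaka carrying XBP1(S) are free of that choice. Independent lists of 79 and 25 raised transcripts would share 0.109. With the KO libraries split, 3 against WT medaka and the other 3 against [KO + XBP1(S)] medaka, 0 to 10 transcripts passed both over 20 splits (mean 2.45), of 0 to 10 called raised by XBP1(S) at all (mean 3.10).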

**Figure S5.**
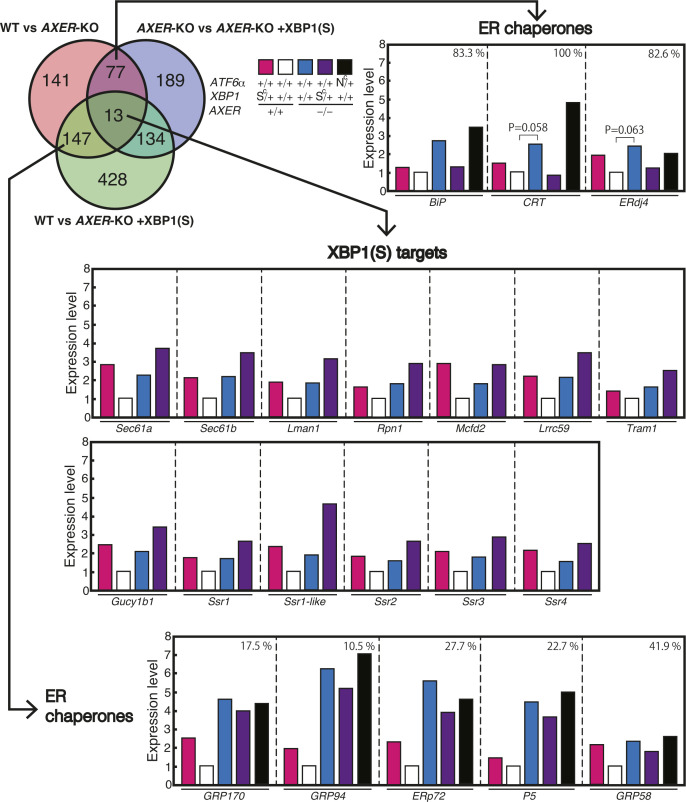
Effect of constitutive activation of XBP1 on expression levels of selected genes in hearts of *AXER* +/+ and −/− medaka. Differential effects of the constitutive expression of XBP1(S) and ATF6α(N) in *AXER*-KO medaka, as well as the effect of the constitutive expression of XBP1(S) in WT medaka on the expression of various ER chaperones and XBP1(S) targets, are shown. Rescue rates are shown at the top right for ER chaperones.

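A fall or rise in KO medaka that was reversed by XBP1(S), with no called difference left from WT medaka, was found for 2 transcripts. One was at 336 ± 74.6 CPM in WT medaka, 610.1 ± 102 CPM in KO medaka and 376 ± 37.2 CPM in [KO + XBP1(S)] medaka (SD, n = 6 each). Its log2 fold change was 0.86 between WT and KO medaka (standard error 0.15, adjusted p = 0.000717 from edgeR's quasi-likelihood test) and -0.70 between KO and [KO + XBP1(S)] medaka (standard error 0.15, adjusted p = 0.0361). The other was at 144 ± 22.6 CPM in WT medaka, 64.9 ± 9.27 CPM in KO medaka and 118.9 ± 14.5 CPM in [KO + XBP1(S)] medaka. Its log2 fold changes were -1.15 and 0.88 (standard error 0.17 for both, adjusted p = 2.76e-05 and 0.00751 from edgeR). In [KO + ATF6α(N)] medaka the 2 transcripts were at 582 ± 118 and 55.6 ± 13.9 CPM. Both were chosen after their values were seen, as the only members. At an unadjusted p under 0.05, 15 of the 79 transcripts raised in KO medaka were lower in [KO + XBP1(S)] medaka than in KO medaka and 32 were higher, and 18 of the 37 fallen transcripts were higher and 0 lower. The KO libraries stand in both comparisons, which by itself favours apparent returns (over all transcripts the 2 sets of log2 fold changes correlated at -0.366, against -0.473 from the shared libraries alone in simulation), and with these libraries split 0 raised transcripts passed both tests in any of 20 splits by edgeR, in which only 0 to 3 transcripts (mean 1.3) were called lower with XBP1(S) at all. The category held 7 transcripts by DESeq2 and 4 by limma-voom, and 1 to 4 when 1 library was left out, with 4 without KO replicate 6. The raised member was no longer in it without KO replicate 1, 2, 4 or 5 or without any 1 of the 6 [KO + XBP1(S)] libraries, when 0 raised transcripts were left by edgeR.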

Here, we considered that the category containing 77 genes (dark pink) was most important in understanding how the constitutive expression of XBP1(S) rescued the heart failure observed in KO medaka, as their expression levels were significantly increased (69 genes) or decreased (eight genes) in KO medaka compared with WT medaka, but significantly decreased (69 genes) or increased (eight genes) in [KO + XBP1(S)] medaka compared with KO medaka. Accordingly, expression levels in WT medaka and in [KO + XBP1(S)] medaka became comparable (not significant). When the rescue rate was defined as Y/X x 100 (%), where X and Y represent the difference between KO medaka and WT medaka, and between [KO + XBP1(S)] medaka and KO medaka, respectively, all 77 genes showed more than 50% rescue rates (Fig 8D). 

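Over all 79 transcripts raised in KO medaka, chosen by KO against WT medaka and not by their level in [KO + XBP1(S)] medaka, the median rescue rate by XBP1(S) was -18.9% (jackknife standard error 9.35 over libraries). This standard error pools 18 omissions of 1 library over the genotypes used, with the transcripts chosen again each time. It is therefore a rough guide, and the omissions gave -19.9% to -10.3%. A negative rate means that the level in [KO + XBP1(S)] medaka lay farther from WT medaka than that in KO medaka. The rate was above 50% for 8 of the 79 transcripts and below 0 for 56. Among them, ENSORLT00000021510.2 had a rescue rate of 54.0% by XBP1(S), with 8.10 ± 6.82 CPM in [KO + XBP1(S)] medaka (SD, n = 6) and a log2 fold change against KO medaka of -1.41 (standard error 0.50, adjusted p = 0.351 from edgeR's quasi-likelihood test). By limma-voom this transcript was called, with a log2 fold change of -2.33 and an adjusted p of 0.0295, whereas by DESeq2 it was not (adjusted p = 0.270), and with 1 library left out edgeR gave adjusted p of 0.191 to 0.522. Over the 37 transcripts fallen in KO medaka the median rescue rate by XBP1(S) was 35.9%, and it was above 50% for 14 of them, including ENSORLT00000031251.1 at 53.4% and ENSORLT00000035109.1 at 53.8%. Rates were taken as Y/X on the log2 scale. On linear mean CPM the median over the raised transcripts was -30.8%, and without KO replicate 3 it was -10.3%. With only transcripts whose estimates are whole in every library the direction turned, at 7.88%, but over a smaller and different set. Only 21 transcripts, raised and fallen together, were then called in KO medaka. With the KO libraries split, so that those choosing the transcripts did not enter Y, it was -14.6% on average over 20 splits (-24.3% to -7.07%).

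**Figure D1:**
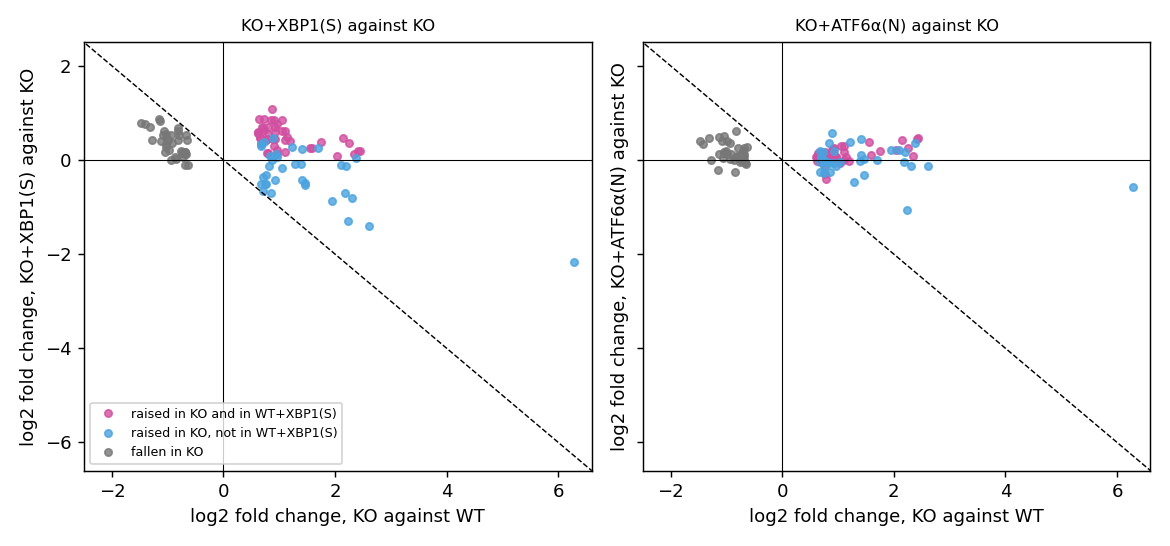
Log2 fold change between WT and KO medaka (x axis) against that between KO and [KO + XBP1(S)] medaka (left) or KO and [KO + ATF6α(N)] medaka (right), 1 point for each of the 79 raised and 37 fallen transcripts. The dashed line marks a full return to the WT level, and pink points, the 44 transcripts also raised by XBP1(S) in WT medaka, all lie above 0 on the left.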

Of note, although BiP (and calreticulin and ERdj4, both with *P* > 0.05) was categorized in this category, most ER chaperones (GRP170, GRP94, ERp72, P5, and GRP58) were categorized in the left middle (green) category containing 147 genes, whose expression levels were significantly increased in KO medaka compared with WT medaka, but the decrease in [KO + XBP1(S)] medaka compared with KO medaka was not significant enough (less than 50% rescue rates), because direct transcriptional induction of these genes by XBP1(S) (compare magenta bars with white bars) obscured the decrease mediated by amelioration of ER stress through the constitutive expression of XBP1(S) (compare blue bars with purple bars, Fig S5).

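In WT medaka, the constitutive expression of XBP1(S) alone was accompanied by a rise of 103 transcripts and a fall of 5. Of the 79 transcripts raised in KO medaka, 44 were among these 103. Independent lists of these sizes would share 0.450. Because both comparisons use the WT libraries, these were also split, 3 to each comparison, and 16 to 26 transcripts were then shared over 20 splits (mean 20.6, of a mean of 42.2 raised in KO medaka and 70.9 raised by XBP1(S)). Over all transcripts the 2 sets of log2 fold changes correlated at 0.510, about as much as the shared WT libraries alone give in simulation (0.504, range 0.489 to 0.516), with a covariance of 0.152 against 0.115 (0.113 to 0.120). With the WT libraries split the correlation was 0.0179 (-0.0121 to 0.0607) and the covariance 0.0158 (-0.0112 to 0.0519). The 44 transcripts were at 5.24 ± 0.10 log2 CPM in WT medaka, 6.45 ± 0.17 in WT medaka carrying XBP1(S), 6.36 ± 0.10 in KO medaka and 6.84 ± 0.07 in [KO + XBP1(S)] medaka (SD, n = 6 each), and the rescue rate by XBP1(S) was below 0 for all 44. The other 35 raised transcripts were at 4.38 ± 0.09 log2 CPM in WT medaka, 4.73 ± 0.11 in WT medaka carrying XBP1(S), 5.77 ± 0.09 in KO medaka and 5.41 ± 0.06 in [KO + XBP1(S)] medaka (SD, n = 6 each). Their median rescue rate by XBP1(S) was 16.6%, 15.8% to 33.4% with 1 library left out, and with the KO libraries split it was 15.9% on average (-1.71% to 29.3%). The division into 44 and 35 was chosen after the data were seen. The 103 transcripts were chosen by a comparison without KO libraries, although these entered the shared filter and estimate of spread. With only the groups compared, 75 were called raised. The 103 rose from 5.67 ± 0.10 log2 CPM in KO medaka to 6.16 ± 0.09 in [KO + XBP1(S)] medaka (two-sided exact permutation test, p = 0.00216, the smallest that 6 libraries against 6 allow). With ATF6α(N) they were at 5.72 ± 0.11 log2 CPM (p = 0.418 from the same exact test against KO medaka).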

Because erythroblasts undergo enucleation only in mammals, it turned out that RNA-seq data were obtained from a mixture of RNA derived from hearts and erythrocytes. Therefore, we classified the 77 genes into five categories: (1) heart-specific expression, (2) greater than twofold expression in hearts than in erythrocytes (heart > erythrocyte expression), (3) nearly equal expression in hearts and erythrocytes (heart ∼ erythrocyte expression), (4) greater than twofold expression in erythrocytes than in hearts (erythrocyte > heart expression), and (5) erythrocyte-specific expression, using “BioGPS” (http://biogps.org/#goto=welcome), a gene annotation portal (Wu et al, 2009). In Fig 9, 69 genes up-regulated in KO medaka were classified into five categories with blue, purple, and black bars indicating a fold increase in KO medaka over WT medaka, rescue rate by XBP1(S), and rescue rate by ATF6α(N), respectively. *HSPA5* encoding BiP is listed as 11th in the heart > erythrocyte category. Remarkably, the increase in all 69 genes in *AXER*-KO (blue bars, Fig 9) was well rescued by the constitutive expression of XBP1(S) (purple bars, Fig 9) but was barely rescued by the constitutive expression of ATF6α(N) (black bars, Fig 9), which was highly consistent with the results of phenotype rescue by XBP1(S) (Figs 6 and 7).

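The 35 transcripts raised in KO medaka but not called raised by XBP1(S) in WT medaka were lower with XBP1(S) than with ATF6α(N). Their mean level was 5.41 ± 0.06 log2 CPM in [KO + XBP1(S)] medaka and 5.74 ± 0.12 log2 CPM in [KO + ATF6α(N)] medaka (SD, n = 6 each; two-sided exact permutation test, p = 0.00216, adjusted p = 0.00464 over 15 such tests). The rescue rate of these 35 was above 50% for 8 with XBP1(S) and for 0 with ATF6α(N), for which the median was 1.91%, and with the KO libraries split -6.79% on average (-16.5% to 2.10%). The 44 transcripts also raised by XBP1(S) in WT medaka went the other way, with 6.84 ± 0.07 log2 CPM in [KO + XBP1(S)] medaka and 6.47 ± 0.11 in [KO + ATF6α(N)] medaka (exact permutation test, p = 0.00216, adjusted p = 0.00464). Over all 79 raised transcripts the 2 genotypes were at 6.21 ± 0.04 and 6.15 ± 0.10 log2 CPM, a difference that did not pass the test (exact permutation test, p = 0.206). Over the 79, with 1 above 50%, the median rescue rate by ATF6α(N) was -7.05% (jackknife standard error 6.48 over libraries, as rough a guide as that for XBP1(S)). It was -3.33% without KO replicate 6, -3.96% without [KO + ATF6α(N)] replicate 1, -2.67% over transcripts chosen by DESeq2, -1.29% with only whole estimates, -10.94% on linear mean CPM, and with the KO libraries split -10.95% by ATF6α(N) beside -14.6% by XBP1(S). ENSORLT00000021510.2 was at 8.10 ± 6.82 CPM with XBP1(S) and 19.0 ± 6.68 CPM with ATF6α(N), and its difference between these genotypes had an adjusted p of 0.529 from edgeR's quasi-likelihood test. Neither the choice of the 79 nor its division compared libraries of [KO + XBP1(S)] or [KO + ATF6α(N)] medaka. Those libraries did enter the shared filter and estimate of spread. With only the groups compared, 62 transcripts were called raised in KO medaka. The division and these tests of mean levels were chosen after the data were seen. The division also used the effect of XBP1(S) in WT medaka, with no matching step for ATF6α(N). By itself this may favour lower levels with XBP1(S) in the 35 and higher ones in the 44. From the rates over its own 69 genes, the paper concludes that their increase was well rescued by XBP1(S) and barely by ATF6α(N), in parallel with the rescue of the phenotype by XBP1(S).

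**Figure D2:**
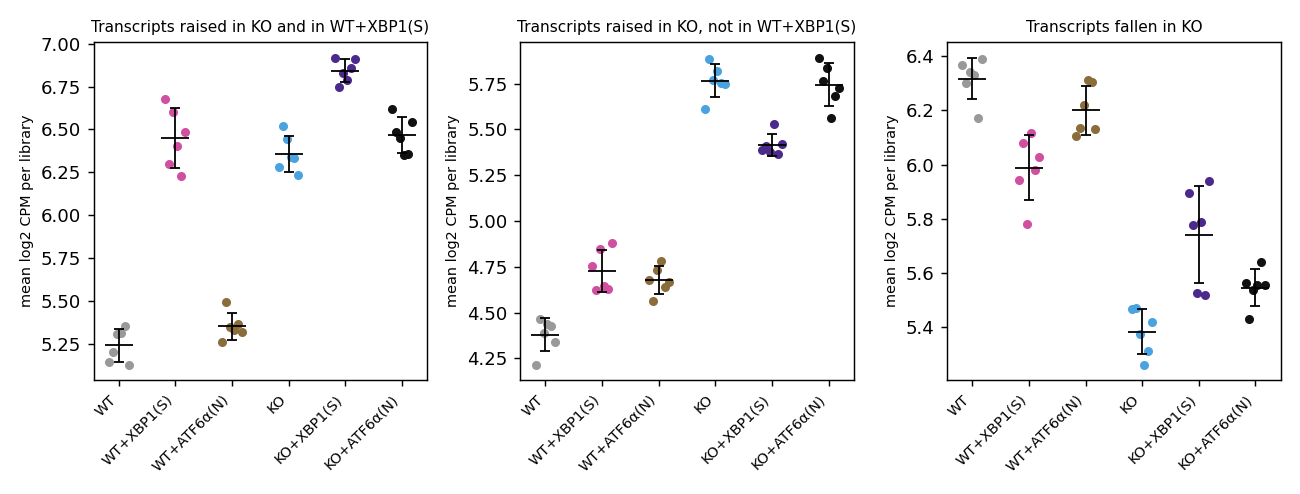
Mean log2 CPM per library over 3 sets of transcripts in the 6 genotypes, with 1 point per library and black bars for the mean and SD (n = 6). The 35 raised transcripts in the middle lie lower in [KO + XBP1(S)] medaka (5.41) than in KO medaka (5.77) and [KO + ATF6α(N)] medaka (5.74), and the 44 on the left lie higher (6.84 against 6.36 and 6.47).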

**Figure 9.**
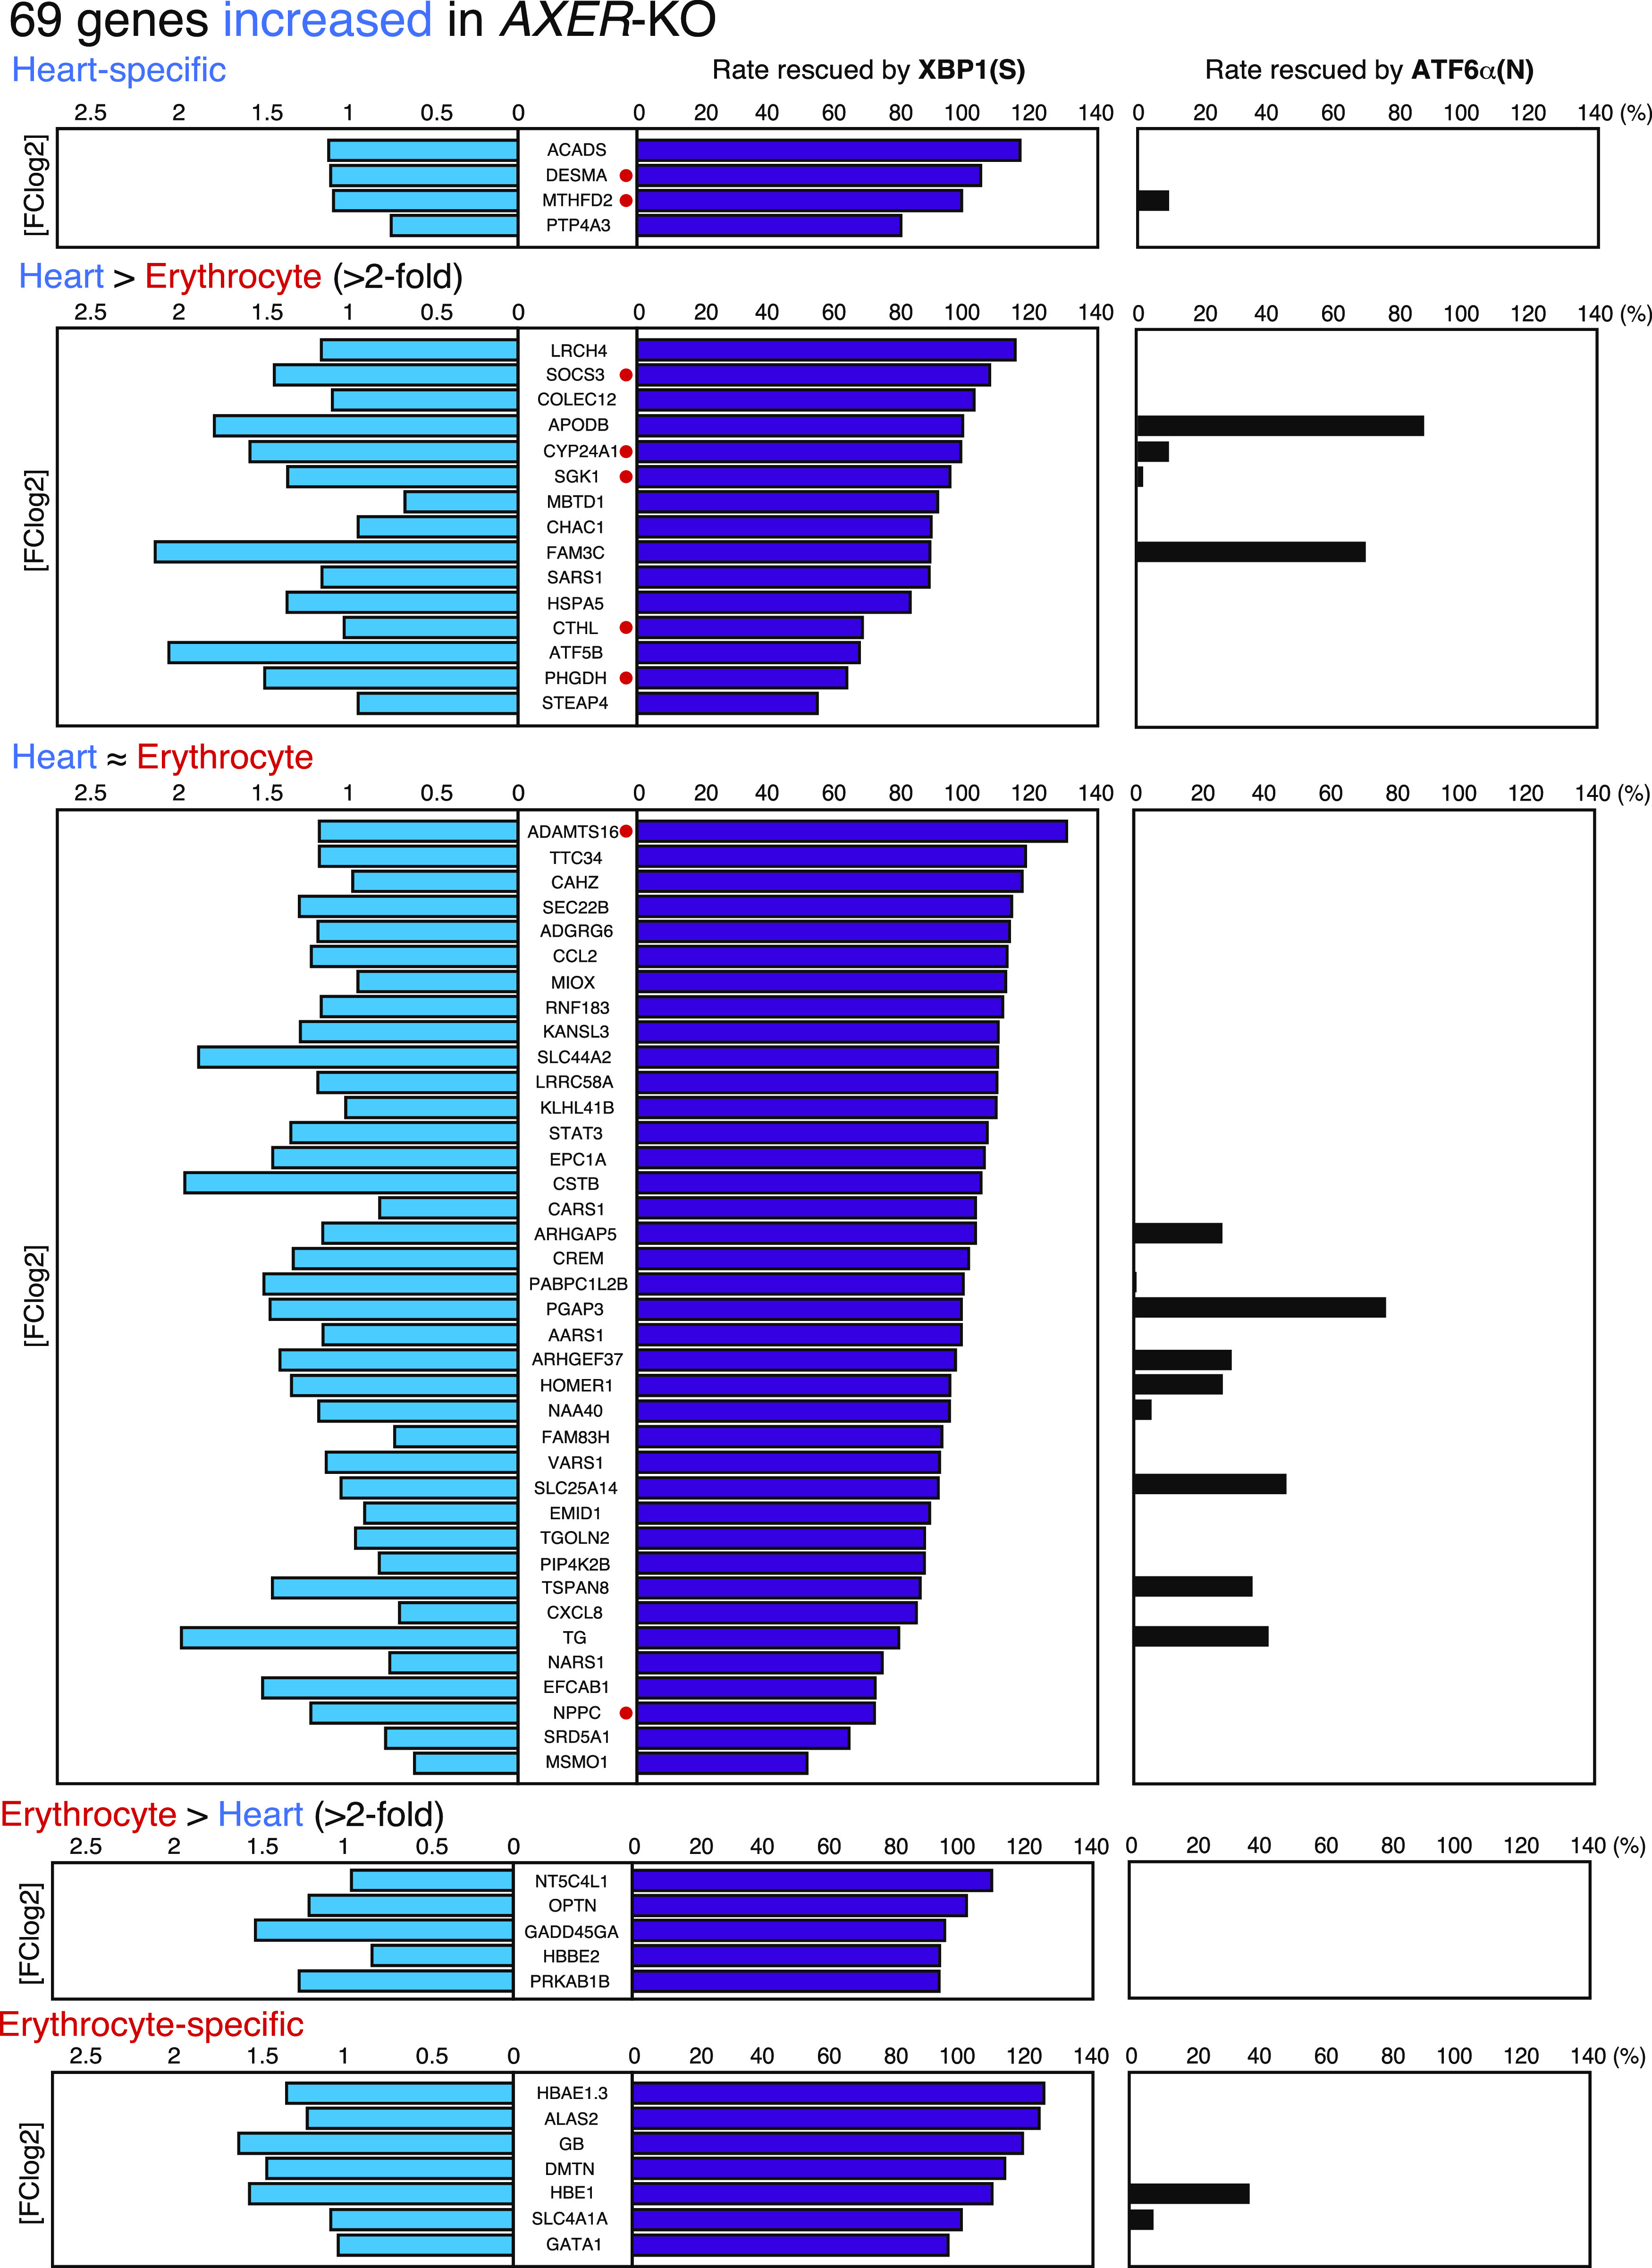
Effects of constitutive activation of XBP1 and ATF6α on 69 up-regulated genes. 69 genes increased in *AXER*-KO medaka compared with WT medaka are shown with a fold increase in *AXER*-KO (blue bars), rescue rates by XBP1(S) (purple bars), and rescue rates by ATF6α(N) (black bars) after classification into five categories. Genes with a red circle denote those whose excess expression is known to adversely affect the function of the heart.

Among the up-regulated 69 genes, we discovered several interesting genes (marked with red circles in Fig 9), whose increased expression was reported to adversely affect the function of the heart (see the Discussion section for a detailed explanation). Indeed, abnormal phenotypes (ventricle became smaller; atrium did not become round and instead became longer or enlarged) were frequently observed in the heart of WT medaka at 7 dpf after microinjecting their mRNA into one-cell-stage embryos (Fig 10A).

**Figure 10.**
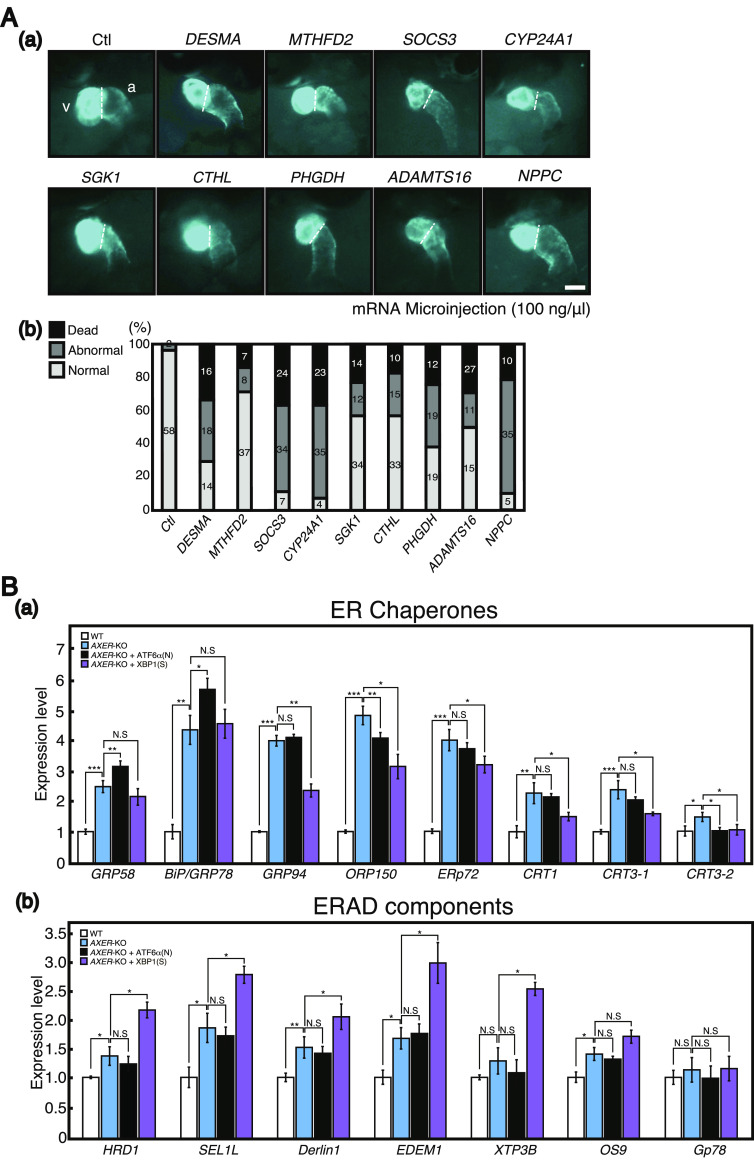
Effect of microinjecting various mRNA on the phenotype of the heart, as well as the effect of constitutive activation of ATF6α and XBP1 on the levels of mRNA encoding various ER chaperones and ERAD components. **(A)** (a) Various mRNA was microinjected as indicated into one-cell-stage embryos of WT medaka carrying the P_cmlc2_-tagCFP at the concentration of 100 ng/μl, and their hearts were observed at 7 dpf. v, ventricle; a, atrium. Scale bar, 100 μm. (b) Numbers of fish with a normal heart, fish with an abnormal heart, and dead fish were counted. **(B)** Quantitative RT–PCR was conducted to determine the levels of mRNA encoding various (a) ER chaperones and (b) ERAD components in hearts of WT medaka, *AXER*-KO medaka, *AXER*-KO medaka constitutively expressing ATF6α(N), and *AXER*-KO medaka constitutively expressing XBP1(S) at 4 dpf (n = 3). The level of each mRNA in WT medaka is set as 1.

In Fig S6A, eight genes down-regulated in KO medaka were classified into five categories (two categories with 0 genes) with red, purple, and black bars indicating a fold decrease in KO medaka over WT medaka, rescue rate by XBP1(S), and rescue rate by ATF6α(N), respectively. In contrast to up-regulated genes, the decrease in these genes in *AXER*-KO (red bars) was rescued by the constitutive expression of ATF6α(N) (black bars) more effectively than that of XBP1(S) (purple bars), indicative of the lesser importance of these down-regulated genes in phenotype rescue by XBP1(S). 

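Over all 37 transcripts fallen in KO medaka, the mean level was 6.32 ± 0.08 log2 CPM in WT medaka, 5.38 ± 0.08 in KO medaka, 5.74 ± 0.18 in [KO + XBP1(S)] medaka and 5.55 ± 0.07 in [KO + ATF6α(N)] medaka (SD, n = 6 each). The median rescue rate by ATF6α(N) was 14.1%, with 1 of the 37 above 50%, and that by XBP1(S) was higher. The difference between [KO + XBP1(S)] and [KO + ATF6α(N)] medaka was 0.19 on the log2 scale (two-sided exact permutation test, p = 0.0476), which did not pass correction over the 15 tests (adjusted p = 0.0714). Of the named transcripts, ENSORLT00000035109.1 was at 71.7 ± 11.8 CPM in KO medaka, 121 ± 28.1 CPM in [KO + XBP1(S)] medaka and 91.3 ± 12.6 CPM in [KO + ATF6α(N)] medaka, and the last 2 differed by a log2 fold change of 0.41 (standard error 0.14, adjusted p = 0.400 from edgeR's quasi-likelihood test). The KO libraries were also split between choosing the fallen transcripts and measuring their return. The rates were then 31.0% by XBP1(S) (0.27% to 54.8%) and 11.0% by ATF6α(N) (-4.59% to 23.6%) on average over 20 splits. The ranges overlap, but each split gives both rates and all reuse the same libraries, so this does not test their difference.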

Of note, we found that at least *PEPD* mRNA (first in the heart ∼ erythrocyte category) contained a potential cleavage site by regulated IRE1-dependent decay of mRNAs (RIDD) by prediction using the Vienna RNA Websuite (Gruber et al, 2008) (Fig S6B), suggesting that *PEPD* mRNA was decreased in *AXER*-KO medaka heart by hyperactivated IRE1α-mediated relatively non-specific cleavage and that *PEPD* mRNA was increased by XBP1(S)-mediated amelioration of ER stress and probably by ATF6α(N)-mediated direct transcriptional induction also.

**Figure S6.**
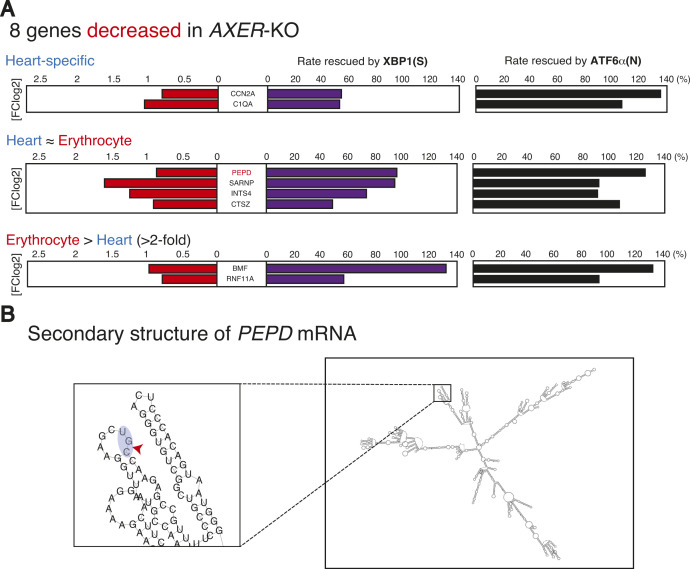
Effects of constitutive activation of XBP1 and ATF6α on eight down-regulated genes. **(A)** Eight genes decreased in *AXER*-KO medaka compared with WT medaka are shown with a fold decrease in *AXER*-KO (red bars), rescue rates by XBP1(S) (purple bars), and rescue rates by ATF6α(N) (black bars) after classification into five categories. **(B)** Secondary structure of *PEPD* mRNA and possible cleavage site by RIDD within it (indicated by the red arrowhead in the inset) are shown.

Major transcriptional targets of the UPR in maintaining the homeostasis of the ER are ER chaperones and ERAD components. In mammals, both ATF6α(N) homodimer and XBP1(S) homodimer activate transcription of ER chaperone genes via binding to cis-acting ER stress–response element with the notion that ATF6α(N) is a more potent activator than XBP1(S) (Yamamoto et al, 2007). We obtained similar results by quantitative RT–PCR in embryos at 4 dpf of WT medaka, *AXER*-KO medaka, *AXER*-KO medaka constitutively expressing ATF6α(N), and *AXER*-KO medaka constitutively expressing XBP1(S) (Fig 10B(a)). In contrast, because induction of ERAD components required both ATF6α(N) and XBP1(S) in mammals, ATF6α(N)-XBP1(S) heterodimer activates transcription of ERAD components presumably via binding to a cis-acting UPR element (Yamamoto et al, 2007, 2008). In medaka embryos, however, activation of the IRE1-XBP1 pathway appeared to be sufficient for transcriptional induction of ERAD components (Ishikawa et al, 2013). We confirmed this preferential effect of XBP1(S) on ERAD components by quantitative RT–PCR in embryos at 4 dpf of WT medaka, *AXER*-KO medaka, *AXER*-KO medaka constitutively expressing ATF6α(N), and *AXER*-KO medaka constitutively expressing XBP1(S) (Fig 10B(b)). Note that 4 dpf represents several days earlier than 7–8 dpf when we observed the rescue of abnormal phenotypes of the heart by the constitutive expression of XBP1(S) (Fig 7).

## Discussion

The heart is the first functional organ formed in the vertebrate embryo, and correct alignment of the cardiac anterior–posterior axis with the embryonic axis is essential for the establishment of correct blood flow (Kinoshita et al, 2009). We found here that *AXER*-KO burdened ER stress persistently from fertilization in medaka and caused heart failure–mediated death by 12 dpf. Although the early differentiation process of the heart, termed cardiac looping, occurring at 3–5 dpf was not affected by *AXER*-KO (Fig 3C), ER stress–induced apoptosis of the ventricle was observed from as early as 4 dpf, and altered morphology of the ventricle (shortness, Fig 4B) and atrium (elongation, Fig 5A) began to be observed from 6 dpf in *AXER*-KO medaka. Accordingly, pericardial fluid surrounding the heart was markedly increased (Fig 5C) and blood flow was slowed down from 7 dpf in *AXER*-KO medaka (Fig 3A). Importantly, these defects were well rescued by the constitutive expression of XBP1(S) but not ATF6α(N) from fertilization (Figs 6 and 7). Therefore, we conducted RNA-seq analysis using RNA samples prepared from hearts at 5 dpf to find the cause of this phenotype. Among 23,622 genes examined, expression levels of 378 genes were found to be significantly altered (266 up-regulated and 112 down-regulated) in the heart of *AXER-*KO medaka compared with that of WT medaka (Fig 8A). We focused on the 69 up-regulated genes among them, because their changes in the expression level appeared to be associated with the phenotype (Fig 8C), and found that the changes in these genes in the heart of *AXER*-KO medaka compared with WT medaka were very well rescued by the constitutive expression of XBP1(S) but were barely rescued by the constitutive expression of ATF6α(N) (Fig 9). This was well consistent with the results of phenotype rescue by these active transcription factors (Figs 6 and 7). Among them, we discovered several interesting genes (marked with red circles in Fig 9), which explain the development of heart failure, as follows. Indeed, microinjection of their mRNA into one-cell-stage embryos of WT medaka frequently produced hearts with altered morphology at 7 dpf (Fig 10A).

(1) Heart-specific genes. (1-1) *DESMA* encoding desmin (second in the category), which is the primary intermediate filament of cardiac, skeletal, and smooth muscles (Agnetti et al, 2021). The desmin network, which connects the Z-disks in adjacent myofibrils and the myofibrils to the nuclear envelope and sarcolemma, is critical for the structural integrity of cardiomyocytes, and changes in desmin filaments, including an increased level of desmin, have been reported in hypertrophic and failing hearts (Sheng et al, 2016). (1-2) *MTHFD2* encoding mitochondrial methylenetetrahydrofolate dehydrogenase/cyclohydrolase (third in the category). MTHFD2-controlled amino acid metabolism, namely, generation of glycine from serine and ultimate de novo synthesis of purines, maintains endothelial ATP levels and is essential for angiogenesis. The expression of *MTHFD2* mRNA is reported to be elevated in cardiovascular disease (Hitzel et al, 2018); note that *PHGDH* mRNA encoding cytosolic phosphoglycerate dehydrogenase (second from the bottom in the heart > erythrocyte category), which participates in MTHFD2-controlled amino acid metabolism, is also reported to be increased in cardiovascular disease (Hitzel et al, 2018).
(2) heart > erythrocyte genes. (2-1) *SOCS3* encoding a suppressor of cytokine signaling 3 (second in the category). SOCS3 is an intrinsic negative feedback regulator of the potently cardioprotective JAK-STAT signaling pathway. Based on results in cardiac-specific *SOCS3*-KO mice, SOCS3 was suggested to represent a key factor that exacerbates the development of myocardial ischemia/reperfusion injury (Nagata et al, 2015). It was also reported that plasma SOCS3 was significantly increased in acute myocardial infarction patients and that acute myocardial infarction patients with a higher plasma SOCS3 level were at higher risk for major adverse cardiac events and worse 5-yr overall survival (Xia et al, 2017). (2-2) *CYP24A1* encoding vitamin D-24-hydroxylase, one of the enzymes responsible for vitamin D metabolism (fifth in the category). Transgenic rats constitutively expressing CYP24 showed atherosclerotic lesions in the aorta, which greatly progressed with high-fat and high-cholesterol feeding (Kasuga et al, 2002). (2-3) *SGK1* encoding serum- and glucocorticoid-regulated kinase-1 (sixth in the category). It was shown that cardiac SGK1 is activated in human and murine heart failure and that cardiac-specific activation of SGK1 in mice increased mortality, cardiac dysfunction, and ventricular arrhythmias (Das et al, 2012). (2-4) *CTHL (CSE)* encoding cystathionine gamma-lyase (fourth from the bottom in the category) (Nandi & Mishra, 2017). Cystathionine beta-synthase and CSE produce hydrogen sulfide (H_2_S), a cardioprotective gas, from homocysteine. It was shown that the overexpression of CSE inhibited cell proliferation in HEK293 cells (Yang et al, 2004) and inhibited cell growth and stimulated apoptosis in human aorta smooth muscle cells (Yang et al, 2006).
(3) Heart ∼ erythrocyte gene. (3-1) *ADAMTS16* encoding a member of the ADAMTS superfamily of extracellular protease enzymes involved in extracellular matrix degradation and remodeling (first in the category). It was shown that the overexpression of ADAMTS16 promoted cardiac fibrosis, cardiac hypertrophy, and heart failure by facilitating cardiac fibroblast activation (Yao et al, 2020). (3-2) *NPPC* encoding a preproprotein of 126 aa that is proteolytically processed to generate C-type natriuretic peptides (CNPs) of 53 and 22 aa (third from the bottom in the category). CNPs produced by endothelial cells, cardiomyocytes, and fibroblasts play a fundamental role in cardiovascular homeostasis (Nakagawa & Nishikimi, 2022). It was shown that CNP is produced by the heart in patients with chronic heart failure (Kalra et al, 2003). Note that *NPPA* encoding natriuretic peptide A (ANP) and *NPPA*-like *CNP-3* were not transcriptionally induced in *AXER*-KO medaka (Fig S4E). *NPPB*, which encodes natriuretic peptide B (BNP), is not found in the medaka genome.

Although IRE1α-XBP1, PERK, and ATF6α/β are ubiquitously expressed, it is well known that their respective KO produces a tissue-specific phenotype, namely, failure in liver development in *XBP1*-KO mice (Reimold et al, 2000) and *XBP1-*KO medaka (Ishikawa et al, 2017), pancreatic β-cell apoptosis in *PERK*-KO mice (Harding et al, 2001), and failure in notochord development in *ATF6α/β*-double KO medaka (Ishikawa et al, 2013). This specificity indicates tissue-specific reliance on a particular pathway of the UPR to maintain the homeostasis of the ER: pancreatic β-cells rely on PERK-mediated translational control; liver hepatocytes rely on XBP1-mediated induction of various gene products; and notochord cells rely on ATF6α/β-mediated induction of ER chaperones.

In this report, we demonstrated a tissue-specific differential and protective effect of UPR signaling in a novel way using the genetically engineered medaka strains *XBP1 S*^*C*^/*+* and *ATF6α N*^*C*^*/+*. These have not yet been produced in mice. Persistent ER stress–induced heart failure in *AXER*-KO medaka was well rescued by the constitutive expression of XBP1(S) but not of ATF6α(N) (Figs 6 and 7), allowing *AXER*-KO *XBP1 S*^*C*^/*+* medaka to live 3 d longer after hatching (Fig 7D). This difference is likely ascribable to the much broader range of target genes of XBP1(S) than ATF6α(N) (Fig 8B), consistent with previous findings (Acosta-Alvear et al, 2007; Adachi et al, 2008), which successfully diminished ER stress evoked in the heart of *AXER*-KO medaka, as evidenced by RNA-seq analysis (Fig 9). In particular, transcription of various ERAD components was induced by XBP1(S) but not by ATF6α(N) (Fig 10B). Critically, luminal ATP is consumed by ER chaperones but not by ERAD, because ATP-dependent ubiquitination and degradation by the proteasome occur in the cytoplasm (Depaoli et al, 2019). Thus, ER stress evoked by the decrease in the luminal ATP level is ameliorated by ERAD of misfolded proteins accumulated in the ER, the capacity of which is enhanced by transcriptional induction of ERAD components by the IRE1-XBP1 pathway.

We will extend this type of analysis toward the brain and liver in *AXER*-KO medaka to further substantiate the tissue-specific differential effects of UPR signaling.

## Materials and Methods

### Statistics

Statistical analysis was conducted using a *t* test, with probability expressed as *P < 0.05, **P < 0.01, and ***P < 0.001 for all figures.

### Fish

Medaka southern strain cab was used as WT fish. Fish were maintained in a recirculating system with a 14:10-h light:dark cycle at 27.5°C. All experiments were performed in accordance with the guidelines and regulations established by the Animal Research Committee of Kyoto University (approval number: H2819). Imaging of EGFP, Venus, tagCFP, and mCherry was performed under a fluorescence stereomicroscope (Leica M205FA) using a GFP3 filter (470/40-nm excitation filter and 525/50-nm barrier filter), a YFP filter (500/20-nm excitation filter and 535/30-nm barrier filter), a CFP filter (436/20-nm excitation filter and 480/40-nm barrier filter), and a DsRed2 filter (545/30-nm excitation filter and 620/60-nm barrier filter), respectively, with a camera (Leica DFX310FX) and acquisition software (Leica LAS X). A strain carrying the P_BiP_-EGFP reporter was described previously in Ishikawa et al (2011). A strain carrying the P_cmlc2_-tagCFP was described previously in Ishikawa et al (2018). *ATF6α +/− and ATF6β +/−* medaka were described previously in Ishikawa et al (2013).

### Construction of plasmids

Recombinant DNA techniques were performed according to standard procedures (Sambrook et al, 1989), and the integrity of all constructed plasmids was confirmed by extensive sequencing analyses. An advanced attB-targeting vector contains medaka ubiquitin promoter–Venus–polyadenylation site (pA) and P_zcmlc2_-tagCFP-pA (Ishikawa et al, 2018). The medaka ubiquitin promoter was replaced with the medaka β-actin promoter, which was obtained by PCR-mediated amplification of the medaka genome, to create pattB-P_actin_-Venus-pA-P_zcmlc2_-tagCFP-pA. The VC3Ai sequence was amplified from the pCDH-puromycin-CMV-VC3Ai vector (Addgene) using Prime STAR and a pair of primers 5′-CACCATGGCCATGTACCCCTACGACGTGC-3′ containing the *Nco*I site (underlined) and 5′-GTCGCGGCCGCTTACAGGTCCTCCTCGCTG-3′ containing the *Not*I site (underlined) and then digested with *Nco*I and *Not*I. The resulting VC3Ai-containing fragment was used to replace the Venus sequence in pattB-P_actin_-Venus-pA-P_zcmlc2_-tagCFP-pA, after digestion with *Nco*I and *Not*I, to obtain pattB-P_actin_-VC3Ai-pA-P_zcmlc2_-tagCFP-pA.

### TALEN and phiC31 integrase methods

To construct TALEN-L and TALEN-R plasmids, TAL repeats were assembled by the modified Golden Gate assembly method (Sakuma et al, 2013). TALEN plasmids and the phiC31 integrase expression plasmid (Ishikawa et al, 2018) were linearized with *Not*I, purified by phenol/chloroform extraction, and used as a template to synthesize capped mRNAs using the mMESSAGE mMACHINE SP6 kit (Life Technologies) followed by purification with RNeasy MinElute (QIAGEN). Synthesized RNAs were microinjected as described previously in Ishikawa et al (2011) into one-cell-stage embryos at the concentration of 50 ng/μl for TALEN-L and TALEN-R and 100 ng/μl for the phiC31 integrase expression plasmid.

### Genotyping

Embryos or hatched fish were suspended in 50 μl of lysis buffer (10 mM NaOH and 0.2 mM EDTA), boiled for 10 min, and then neutralized by the addition of 50 μl of 40 mM Tris–HCl, pH 8.0. The DNA fragment containing a part of *AXER*, *XBP1*, or *ATF6α* was amplified by PCR directly from lysates using the following primers: 5′-CAAGCGAGCGCCATTTCCAG-3′ and 5′-GAATGTAAACAAACCGTCGAGG-3′ for *AXER*; 5′-GACAGAAAATGAGGAACTGAGACAGAGAC-3′ and 5′-GACTTGAGAAACAGCTCTGGGTCAAGGAT-3′ for *XBP1S*^*C*^; and 5′-CAGCAGCGCATGATAAAGAA-3′ (Exon9-Fw), 5′-GATCGACTGTGAGGTCACCG-3′ (Exon16-Fw), and 5′-AGGGAAAAGTCAGAGCTGCC-3′ (Exon16-Rv) for *ATF6α N*^*C*^. Amplified PCR fragments were subjected to digestion with a restriction enzyme in the case of *AXER* with *Bsm*AI and *XBP1 S*^*C*^ with *Afl*III, and then electrophoresed.

### Quantitative RT–PCR

Total RNA was extracted from embryos or hearts at the indicated dpf by the acid guanidinium/phenol/chloroform method using Isogen (Nippon Gene). Quantitative RT–PCR analysis was carried out as described previously in Ishikawa et al (2013) using the SYBR Green method (Applied Biosystems) and a pair of primers (Fw and Rv) whose names and sequences are described in Table S1.

Table S1. Names and sequences of various primers.

### Quantification of blood flow in the heart and caudal vein

Blood flow in the heart and in the caudal vein above the yolk was monitored by video recording for 25 and 10 s, respectively, using a stereomicroscope (Leica M205FA) with a camera (Leica DFX310FX). To analyze blood flow in the heart, the abundance of red blood cells in a monitoring area set in the ventricle and atrium was converted to signal intensity in inverse proportion using acquisition software (Leica LAS X). To analyze blood flow in the caudal vein, images were changed to eight bits (black and white) and run by “stack different,” a plug-in tool of ImageJ2 (Fuji). Blood flow velocity was determined by tracking the movement of 6,000–8,000 red blood cells using “Track Mate” (Tinevez et al, 2017), a plug-in tool of ImageJ2, and an algorithm called “Kalman tracker.”

### RNA-seq analysis

Total RNA prepared from hearts of various genotypes at 5 dpf was subjected to mRNA purification and subsequent RNA-seq analysis. RNA-seq was conducted according to the Lasy-Seq ver. 1.1 protocol (https://sites.google.com/view/lasy-seq/) (Kamitani et al, 2019; Kashima et al, 2021). Briefly, 18 ng of total RNA was reverse-transcribed with a RT primer and SuperScript IV Reverse Transcriptase (Thermo Fisher Scientific). Then, all RT mixtures of samples were pooled and purified with an equal volume of AMPure XP beads (Beckman Coulter) according to the manufacturer’s manual. Second-strand synthesis was conducted on the pooled samples with RNase H (5 U/μl, Enzymatics) and DNA polymerase I (10 U/μl; Enzymatics). To avoid the carryover of a large amount of rRNAs, RNase treatment was conducted on the mixture with RNase T1 (Thermo Fisher Scientific). Then, purification was conducted with a 0.8× volume of AMPure XP beads. Fragmentation, end-repair, and A-tailing were conducted with 5× WGS Fragmentation Mix (Enzymatics). The Adapter for Lasy-Seq was ligated with 5× Ligation Mix (Enzymatics). The adapter-ligated DNA was purified with a 0.8× volume of AMPure XP beads, twice. After optimization of the PCR cycle for library amplification with quantitative RT–PCR using EvaGreen, 20× in water (Biotium), and QuantStudio 5 Real-Time PCR System (Applied Biosystems), the library was amplified with KAPA HiFi HotStart ReadyMix (KAPA BIOSYSTEMS) using the ProFlex PCR System (Applied Biosystems). The amplified library was purified with an equal volume of AMPure XP beads. One microliter of the library was used for electrophoresis using a Bioanalyzer 2100 with an Agilent High Sensitivity DNA kit (Agilent Technologies) to check quality. Sequencing of 150-bp paired-ends using HiSeq X Ten (Illumina) was carried out.

### Mapping and gene quantification

Read 1 reads were processed with fastp (version 0.21.0) (Chen et al, 2018) using the following parameters: --trim_poly_x -w 20 --adapter_sequence=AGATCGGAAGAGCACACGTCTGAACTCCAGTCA --adapter_sequence_r2=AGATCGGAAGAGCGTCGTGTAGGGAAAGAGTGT -l 31. 

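The deposited tables list 37495 transcript identifiers, all with the Ensembl prefix of medaka (ENSORLT) and 0 with that of mouse (ENSMUST). The values used here are therefore estimates for medaka transcripts, although the submitters' processing notes also name the mouse build. The medaka annotation release behind the identifiers is not given in the sources used here.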

The trimmed reads were then mapped to the mouse reference sequences of Mus_musculus.GRCm38.cdna.all.fa, using BWA-MEM (version 0.7.17-r1188) (Li & Durbin, 2009) with default parameters. The read count for each gene was calculated with salmon using -l IU, which specifies library type (version 0.12.0) (Patro et al, 2017).

### mRNA microinjection

cDNA of medaka *DESMA*, *MTHFD2*, *SOCS3*, *CYP24A1*, *SGK1*, *CTHL*, *PHGDH*, *ADAMTS16*, and *NPPC* genes was obtained by PCR-mediated amplification of a cDNA library constructed using mRNA of medaka at 1 dph with designed primers based on information on the Ensembl genome browser. The 5′-capped mRNA was transcribed in vitro from each cDNA by SP6 RNA polymerase using a mMESSAGE mMACHINE kit (Ambion) and then microinjected into one-cell-stage embryos at the concentration of 100 ng/μl, as described previously in Ishikawa et al (2011). EGFP mRNA was transcribed and microinjected as a control.

## Data Availability

The data of RNA-seq analysis have been deposited in NCBI’s Gene Expression Omnibus (Edgar et al, 2002) and are accessible through the GEO Series accession number GSE215040.

## Supplementary Material

Reviewer comments

# Supplementary material for: Activation of XBP1 but not ATF6α rescues heart failure induced by persistent ER stress in medaka fish
**Source:** Life Sci Alliance. 2023 May 9;6(7):e202201771. doi: 10.26508/lsa.202201771
**Supplement:** Supplementary file 12

**Supplementary File 1 Names and sequences of various primers**

How the deposited data were processed for this re-analysis (not part of the article)

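RNA of medaka hearts at 5 dpf was sequenced from 6 genotypes, WT, WT carrying XBP1(S), WT carrying ATF6α(N), AXER-KO, [KO + XBP1(S)] and [KO + ATF6α(N)], with 6 libraries each. The authors trimmed the first reads with fastp 0.21.0 and mapped them with BWA 0.7.17-r1188, and the deposited tables give for every library the estimated count of salmon for each of 37495 medaka transcripts. Tool versions are those of the paper and of the submitters' processing notes. Of the deposited estimated counts, 1.88% were not whole numbers (tolerance 1e-06), and all were rounded to whole numbers before testing. No identifier matched the table of gene names used here (0 of 37495), so the values are per transcript. Counts of transcripts stand beside the paper's counts of genes with that limit, and a gene with several transcripts can be called more than once or not at all.

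Counts were analysed in R 4.3.3 with edgeR 4.0.16. Transcripts with low counts were removed with filterByExpr by genotype, which left 18076, library sizes were normalized by TMM, and a robust quasi-likelihood model with 1 mean per genotype was fitted over all 36 libraries. Calls required a Benjamini-Hochberg adjusted p under 0.05 and a fold change above 1.5. Standard errors of log2 fold changes were derived from the fold change and its F statistic. The comparisons were KO against WT, each active factor in KO and in WT medaka against the genotype without it, [KO + XBP1(S)] against WT and against [KO + ATF6α(N)], and the difference of each factor's effect between KO and WT medaka. The rescue rate of a transcript was minus the log2 fold change between KO and the rescued genotype, divided by that between WT and KO, times 100, over all transcripts raised (or fallen) in KO medaka. Set levels are means of log2 CPM with a prior count of 2, and they were compared between genotypes by two-sided exact permutation tests over all 924 splits of 6 libraries against 6, whose smallest p is 0.00216, with adjustment over 15 tests.

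The depth was 1850805 to 19619140 estimated reads per library and lowest in [KO + XBP1(S)] medaka. The test was checked on simulated counts with the real depth and edgeR's fitted dispersion, in which 200 transcripts with a mean of at least 5 CPM were changed, so it does not cover lower ones. For KO against WT it found 83.3% of 3-fold, 43.3% of 2-fold and 7.46% of 1.5-fold changes. Over 12 simulated sets of KO against WT, 4.31% of edgeR's calls were false, whereas 11.4% of those of limma-voom (limma 3.58.1) and 12.2% of those of DESeq2 1.42.0 were, above the intended 5%. A first check on 1 set had a limit of 15% false calls for each tool, which limma-voom exceeded at 17.7%, and the check was then widened to 12 sets and the limit kept for edgeR alone, at 10%. The simulated spread was taken from edgeR's own fit, which favours edgeR, and it left out each transcript's own quasi-likelihood dispersion. The WT libraries shared by KO and by XBP1(S) against WT gave a covariance of log2 fold changes of 0.115 in simulation. In the data it was 0.152, and 0.0158 with these libraries split. The simulated spread therefore appears too small, so the shares found may be too high and those of false calls may differ. The counts of calls by the other 2 tools are given as alternatives with this limit.

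The groups, tests, thresholds, alternatives and the rule for named genes were set before the data were examined, apart from those named here. The category changed in KO medaka and still changed against WT medaka, the division of the raised transcripts by their call in WT medaka carrying XBP1(S), the permutation tests of set levels and the splits of the WT libraries were added after the data were seen. The rule for named genes names the genes that define the genotypes, the genes the paper names, the 10 largest called rises and falls per comparison among genes with a symbol, at least 1 CPM in one group and no overlap between the libraries of the groups, and leading members of gene lists. Without gene names its first, second and last parts could not be followed. The third was applied to KO against WT medaka without the symbol, and the 2 transcripts with the largest rise and the 2 with the largest fall are named. Tests of gene lists, the removal of globin and erythrocyte genes and the correction for blood content were not run for the same reason. Further alternatives chosen after seeing the data were a thinning of all libraries to 1 total, the removal of the 10 most abundant transcripts, of transcripts with estimates that were not whole, and of 5 libraries (XBP1(S) replicates 2 and 3 in WT medaka and [KO + XBP1(S)] replicates 2, 5 and 6), which were picked without a set rule, and 2 other tests.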

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

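The division of raised transcripts by their call in WT medaka carrying XBP1(S), the thinning, the omission of abundant transcripts and the tests of a partial effect of direct induction and of the power for ATF6α(N) were chosen only after the results were seen. The library totals held outlying values in KO replicate 2, with 19619140 estimated reads against 8918712 in the next library, and in [KO + XBP1(S)] replicate 1, with 4728592 against 2834587. ENSORLT00000003883.2 stood apart in WT replicate 6, the only WT library with a count for it, at -0.54 log2 CPM, and in [KO + XBP1(S)] replicate 1 at 2.32 log2 CPM. Chance gives about 1 such value in 20 groups of normally spread values, and 4 were found in 60 groups. ENSORLT00000003883.2 had counts in only 1 WT library and 2 [KO + XBP1(S)] libraries, so that rate does not apply to its values.

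The effect of XBP1(S) differed between KO and WT medaka for 4 transcripts by a test of the difference itself, of 1376 with an unadjusted p under 0.05. In 2 of them XBP1(S) raised the level less in KO than in WT medaka (log2 differences of -1.01 and -1.22, adjusted p = 0.0294 for both from edgeR). The others were ENSORLT00000031251.1 and ENSORLT00000035109.1, which rose with XBP1(S) in KO medaka and lay slightly lower with it in WT medaka, without a call (log2 differences of 1.13 and 1.05, adjusted p = 0.00312 and 0.0320 from edgeR). The first 2 were chosen after their values were seen. Between 1 and 10 transcripts passed when 1 library was left out, with 10 without WT replicate 5 and 1 without WT replicate 4. Of 35 divisions of the libraries, 3 gave at least as many, the real one included and the highest other with 225, so chance is not excluded. A division with many times the real count points to a structure of the libraries, which was not tested, and an uneven division can also carry the effect of XBP1(S) itself into the difference.

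In WT medaka carrying XBP1(S), of which the paper shows selected genes, 103 transcripts were raised and 5 were fallen against WT medaka. The real division of these libraries gave 108 calls and the highest of the others 1. That is 1 of 35 divisions, the lowest share they can give. Likeness among libraries of 1 genotype for technical reasons would also produce it.

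Transcripts raised in KO medaka did not, as a set, return toward WT medaka with XBP1(S), with a median rescue rate of -18.9% (-10.3% without KO replicate 3). With only transcripts whose estimates are whole in every library the direction turned, at 7.88%, over a smaller and different set. With the 10 most abundant transcripts left out the median was -18.4%, and with every library thinned to the smallest total it was -16.9%. The sign thus did not depend on these transcripts or on unequal depth. The bound set for both steps was a rise above 50%. Leaving the 10 out moved the median log2 fold change of all transcripts by at most 0.0128 in any comparison. That step could hardly reach the bound and decides nothing about a few abundant transcripts as the cause. Direct induction by XBP1(S) as the whole cause stays open. The 35 members not called raised by XBP1(S) in WT medaka had a median rate of 16.6% (15.8% to 33.4% with 1 library left out), below the 50% set as the bound. That bound took them as not induced, and their levels do not settle this. They lay higher with XBP1(S) in WT medaka (4.73 ± 0.11 against 4.38 ± 0.09 log2 CPM; SD, n = 6 each), but nearly as high with ATF6α(N) (4.68 ± 0.08). The same WT libraries had helped to choose them as low, so neither rise shows induction. As a hypothesis, direct induction may act on part of the set. It rests on the mean level in [KO + XBP1(S)] medaka minus that in [KO + ATF6α(N)] medaka. This was higher by 0.70 log2 for the 44 members raised by XBP1(S) in WT medaka than for the other 35 (exact permutation test, p = 0.00216). Merging of transcripts into genes, and blood content, remain open and were not tested.

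No transcript was called between KO and [KO + ATF6α(N)] medaka by edgeR, DESeq2 or limma-voom. By edgeR 407 had an unadjusted p under 0.05, fewer than the share of 0.05 of all tested that chance alone gives. A depth below that of the other genotypes is argued against, since the libraries of [KO + ATF6α(N)] medaka have the highest median total (5757234). With all libraries thinned to the smallest total XBP1(S) had 39 calls in KO medaka (32 before thinning). Those calls cannot tell whether weaker effects of ATF6α(N) were missed because all libraries are shallow. Simulated 3-fold changes were found in 89.4% of cases, but 1.5-fold changes in 7.46%, and only transcripts of at least 5 CPM were changed, so small effects of ATF6α(N) and effects on lower transcripts stay open. The simulated spread left out the further spread of each transcript, so these shares may be too high. All 35 divisions of these libraries gave 0 calls, as did the real one.

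Libraries of [KO + XBP1(S)] medaka correlated less with each other (mean Pearson r 0.835 across transcripts, which are not independent) than those of the other genotypes (0.876 or more). The gap to the next genotype fell from 0.0418 to 0.0164 (0.0155 to 0.0173 over 10 thinnings) with all libraries at 1 total, which argues against depth as the whole cause. The correlation rose in each of the 6 genotypes with thinning, so how much of the gap depth explains stays open. No biological explanation was tested.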

How the results depend on the processing

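The thinning to 1 total, the omission of abundant transcripts, of transcripts with estimates that were not whole and of 5 libraries picked without a set rule, the likelihood ratio test and the quality weights were chosen only after the results were seen, and the other alternatives were planned. The count for KO against WT medaka stayed within 1.5 times in 13 of 14 alternatives, the exception being that of whole estimates, and 91 to 117 transcripts were called with 1 library left out. The call of 0 for ATF6α(N) in KO medaka held in all 14 and in each omission of 1 library. For XBP1(S) in KO medaka 9 of 14 alternatives were within 1.5 times (2 to 93 calls). The median rescue rate by XBP1(S) over raised transcripts was below 0 with any 1 library left out (-19.9% to -10.3%).

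DESeq2 called 93 transcripts for XBP1(S) in KO medaka, 36 for the difference in the effect of XBP1(S) between KO and WT medaka, 74 between [KO + XBP1(S)] and [KO + ATF6α(N)] medaka, and 7 in the category returned by XBP1(S). Without a filter these counts were 19, 2 and 13 for the first 3, and with only the groups compared the second was 1 and the third 19. A stricter filter gave 9 for the second. By limma-voom the second was 7 and the last 4, and with quality weights the second was 12. The likelihood ratio test gave 78, 20, 52 and 5. In simulations of KO against WT medaka, with edgeR's own spread, DESeq2 and limma-voom made more false calls, and these counts were not simulated. On linear mean CPM the median rescue rate by XBP1(S) was -30.8%. With the 10 most abundant transcripts left out the second count was 9.

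With 5 libraries left out the 4 counts were 13, 2, 7 and 0 by edgeR, with 136 for [KO + XBP1(S)] against WT medaka and 7 in the category raised further, whereas KO against WT medaka rose to 134. With only transcripts whose estimates are whole in every library, so that fewer are tested, the 4 counts were 2, 0, 2 and 1 by edgeR. KO against WT medaka then gave 21 calls, [KO + XBP1(S)] against WT medaka 58, ATF6α(N) in WT medaka 0, XBP1(S) in WT medaka 22, the category raised further 0 and that still changed 9. The median rescue rate by XBP1(S) was then reversed, at 7.88%, over this smaller set. For the other shifts the cause was not tested.

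With 1 library left out, XBP1(S) in KO medaka gave 16 to 37 calls (20 without KO replicate 1, 16 without KO replicate 4, 20 without [KO + XBP1(S)] replicate 5). ATF6α(N) in WT medaka gave 1 to 2 (1 without WT replicate 5 or 6 or ATF6α(N) replicate 5). The comparison of [KO + XBP1(S)] with [KO + ATF6α(N)] medaka gave 13 to 29 (13 without [KO + XBP1(S)] replicate 5, and 19, 19, 17 and 18 without [KO + ATF6α(N)] replicates 1, 4, 5 and 6). The category returned by XBP1(S) gave 1 to 4 (4 without KO replicate 6, 1 without KO replicate 1, 2, 4 or 5 or [KO + XBP1(S)] replicate 1, 2, 3, 4 or 6). The difference in the effect of XBP1(S) gave 1 to 10, with 10 without WT replicate 5, 9 without KO replicate 6 or [KO + XBP1(S)] replicate 3, and 8 without XBP1(S) replicate 5 in WT medaka. It gave 1 or 2 without WT replicate 1, 2, 4 or 6, XBP1(S) replicate 1 or 3 in WT medaka, KO replicate 2 or 5 or [KO + XBP1(S)] replicate 2 or 5.

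No paired analysis was run, because the labels do not link libraries of different genotypes. The 36 library numbers are serial and all distinct, so they do not tell whether genotypes shared clutches. The omission of globins, the erythrocyte score and list, and the tests of gene lists were not run for lack of gene names. Another scaling moved the median log2 fold change of all transcripts by at most 0.03. At the real depth and edgeR's fitted dispersion, 95.5% of simulated 3-fold but 4.48% of 1.5-fold changes between KO and [KO + XBP1(S)] medaka were found (at least 5 CPM).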

Differences from the paper's values

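All values here count transcripts, whereas the paper counts genes, at the fold and q-value thresholds of the paper's text. The sets examined also differ, with 18076 transcripts tested here after a filter, fewer than the genes the paper states it examined. The paper's statistics section names a t test for all figures, and how its q-values were obtained is not stated. A count is taken to differ where one is more than 1.5 times the other. The paper reports 378 genes changed between WT and KO medaka, 266 raised and 112 fallen, and 116 transcripts were called here, 79 raised and 37 fallen. Under the alternatives set before the data were examined, 89 to 165 were called, 62 to 104 raised and 27 to 61 fallen, and each of the 20 still differed. The paper reports 413 genes changed by XBP1(S) in KO medaka, 206 of them raised, against 32 and 25 here, with 16 to 93 and 15 to 70 under the alternatives, all of which differed. For ATF6α(N) in KO medaka the paper reports 48 genes against 0 here, and 0 under each of the 20 alternatives. In the category changed in KO medaka and returned by XBP1(S) the paper has 77 genes, 69 of them raised, against 2 and 1 here, with 1 to 7 and 0 to 4 under the 26 alternatives, all of which differed. In the category changed in KO medaka and still changed against WT medaka, the paper has 147 genes against 64 here, with 48 to 73 under the 26 alternatives, all of which differed. The category raised in KO medaka and raised further by XBP1(S) did not differ in size, with 13 genes in the paper and 12 transcripts here, and 4 of its 26 alternatives differed. The paper's 13 fill its category called in all 3 comparisons, which held 14 transcripts here, 2 of them fallen. Whether the members are the same could not be checked without gene names. No setting that was run reached the paper's other counts.

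The paper states that the increase of the raised genes in its returned category was well rescued by XBP1(S) and barely by ATF6α(N). Over all 79 transcripts raised in KO medaka, the median rescue rate was -18.9% by XBP1(S) and -7.05% by ATF6α(N). Over the 35 not called raised by XBP1(S) in WT medaka it was 16.6% by XBP1(S) and 1.91% by ATF6α(N) (15.9% and -6.79% on average with the KO libraries split), and these lay lower with XBP1(S), which is the paper's direction. Of the fallen genes in its returned category, the paper states that ATF6α(N) restored them better than XBP1(S). Over all 37 fallen transcripts the median rate was 14.1% by ATF6α(N) and 35.9% by XBP1(S). The paper chose its genes for their return, whereas the 79 and the 37 were chosen by KO against WT medaka alone. The 35 were also chosen by their call in WT medaka carrying XBP1(S), a division made after the data were seen. No matching step was taken for ATF6α(N), so the division by itself may favour lower levels with XBP1(S) among the 35. Over all 79 the difference between the 2 genotypes did not pass the exact permutation test (p = 0.206).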

Other observations

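The category still changed against WT medaka, with its divisions, and the levels of sets were chosen only after the result was seen. In WT medaka, XBP1(S) raised 103 transcripts and ATF6α(N) raised 2, both by edgeR. Of the 103, 87 were also higher in [KO + XBP1(S)] medaka than in WT medaka, a comparison that shares the WT libraries, and 20 were higher in [KO + XBP1(S)] than in KO medaka, which shares none, where independent lists would share 0.142. The mean level of the 37 transcripts fallen in KO medaka was 6.32 ± 0.08 log2 CPM in WT medaka, 5.99 ± 0.12 in WT medaka carrying XBP1(S) and 6.20 ± 0.09 in WT medaka carrying ATF6α(N) (SD, n = 6 each).

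The libraries of the genotypes compared were also divided at random, 35 divisions per comparison with the real one included. The real division had more calls than any other for KO against WT medaka (116 against 7 in the highest other), XBP1(S) in KO medaka (32 against 2) and [KO + XBP1(S)] against WT medaka (209 against 58). The same held for ATF6α(N) in WT medaka, with only 2 calls against 0, and for [KO + XBP1(S)] against [KO + ATF6α(N)] medaka (30 against 1). A share of 1 in 35 is the lowest these divisions can give, and it was not corrected over comparisons. It shows that libraries of 1 genotype resemble each other. Libraries made from 1 pool of RNA would do so too. In the category returned by XBP1(S) (2 against 0) and the category raised further (12 against 0), 1 of 35 divisions of the KO and [KO + XBP1(S)] libraries reached the real count. Other divisions call at most 2 transcripts between these genotypes, so this adds little to that comparison, and for the category returned it leaves open what the shared KO libraries contribute. Chance is not excluded for the difference in the effect of ATF6α(N) between KO and WT medaka, where all 35 gave 0 calls. DESeq2 and limma-voom gave 0 calls too. By edgeR 503 transcripts had an unadjusted p under 0.05, fewer than the share of 0.05 of all tested that chance alone gives. For the category still changed against WT medaka, with 64 in the real division and up to 105 in the others, all 35 gave as many, but this says nothing about chance, since the category asks for no call between KO and [KO + XBP1(S)] medaka and mixing their libraries removes such calls.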
